# NuRD-interacting protein ZFP296 regulates genome-wide NuRD localization and differentiation of mouse embryonic stem cells

**DOI:** 10.1038/s41467-018-07063-7

**Published:** 2018-11-02

**Authors:** Susan L. Kloet, Ino D. Karemaker, Lisa van Voorthuijsen, Rik G. H. Lindeboom, Marijke P. Baltissen, Raghu R. Edupuganti, Deepani W. Poramba-Liyanage, Pascal W. T. C. Jansen, Michiel Vermeulen

## Abstract

The nucleosome remodeling and deacetylase (NuRD) complex plays an important role in gene expression regulation, stem cell self-renewal, and lineage commitment. However, little is known about the dynamics of NuRD during cellular differentiation. Here, we study these dynamics using genome-wide profiling and quantitative interaction proteomics in mouse embryonic stem cells (ESCs) and neural progenitor cells (NPCs). We find that the genomic targets of NuRD are highly dynamic during differentiation, with most binding occurring at cell-type specific promoters and enhancers. We identify ZFP296 as an ESC-specific NuRD interactor that also interacts with the SIN3A complex. ChIP-sequencing in *Zfp296* knockout (KO) ESCs reveals decreased NuRD binding both genome-wide and at ZFP296 binding sites, although this has little effect on the transcriptome. Nevertheless, *Zfp296* KO ESCs exhibit delayed induction of lineage-specific markers upon differentiation to embryoid bodies. In summary, we identify an ESC-specific NuRD-interacting protein which regulates genome-wide NuRD binding and cellular differentiation.

## Abstract (web summary)

The NuRD complex plays an important role in regulating lineage commitment and cell fate during early embryonic development. Here the authors present an integrative analysis of MBD3/NuRD composition and binding in mouse embryonic stem cells and neural progenitor cells, providing a molecular basis for genome-wide NuRD localization

## Introduction

The nucleosome remodeling and deacetylase (NuRD) complex is an evolutionarily conserved chromatin-associated protein complex which regulates gene expression and also plays a role in the DNA damage response^1–3^. The complex contains two enzymatic functions: histone deacetylase activity, catalyzed by HDAC1 and HDAC2, and ATP-dependent chromatin remodeling activity, catalyzed by CHD3, CHD4, or CHD5. Other core subunits of the complex include DOC-1 (also known as CDK2AP1), GATAD2A and -B, RBBP4 and -7, MTA1, -2, and -3, and MBD2 and -3. Some of these paralogous subunits define mutually exclusive NuRD subcomplexes with distinct biological functions^4,5^. In addition, NuRD has been shown to interact with a large number of proteins such as FOG1, SALL4, JUN, and Ikaros, some of which serve to recruit NuRD to specific target sites in the genome^6–9^.

Due to the presence of the HDAC1/2 subunits, NuRD can be categorised as part of the HDAC1/2 complex family, other members of which are the SIN3 and CoREST complexes^10^. Although HDAC1/2 complexes have traditionally been classified as transcriptional co-repressor complexes, recent genome-wide analyses revealed that NuRD is mainly associated with promoters and enhancers of genes that are actively being transcribed. The exact role of NuRD in regulating gene expression is still not completely understood, but one hypothesis is that NuRD mainly serves to fine-tune expression levels of target genes rather than enabling stable gene repression^11–13^.

Apart from its functions in gene expression and the DNA damage response, the NuRD complex also regulates cell fate and lineage commitment during early development, and has been reported to be part of the embryonic stem cell pluripotency network^14–16^. As such, numerous studies have investigated the composition and genome-wide profile of the NuRD complex in embryonic stem cells (ESCs). Yet less is known about the dynamics of the NuRD complex, both at the genomic and proteomic level, during ESC differentiation.

Here, we perform an integrative proteomic and genomic characterization of the MBD3/NuRD complex in undifferentiated mouse ESCs as well as neural progenitor cells (NPCs), which we obtain through in vitro differentiation of ESCs^17^. Our data reveal that the genome-wide binding of MBD3/NuRD is highly dynamic during differentiation, with most ESC-specific binding occurring at promoters and enhancers. MBD3/NuRD affinity purifications followed by mass spectrometry in ESCs and NPCs identify zinc finger protein 296 (ZFP296) as a prominent, stem cell-specific NuRD interactor. Reciprocal ZFP296 purifications confirm this interaction and reveal that ZFP296 is a shared interactor of the NuRD and SIN3A complexes in ESCs. Knockout (KO) of *Zfp296* in ESCs leads to a decrease in NuRD binding, both genome-wide as well as at ZFP296 target genes. Additionally, the expression of several lineage commitment genes is perturbed in the absence of ZFP296 in ESCs, and we observe that *Zfp296* KO ESCs display delayed differentiation upon withdrawal of leukaemia inhibitory factor (LIF). In summary, we identify ZFP296 as a stem cell-specific NuRD-interacting protein which regulates genome-wide NuRD localization and differentiation of ESCs.

## Results

### NuRD binding is highly dynamic during differentiation

To investigate the genome-wide DNA binding dynamics of the NuRD complex during mouse ESC differentiation, we performed chromatin immunoprecipitation followed by deep sequencing (ChIP-seq) using antibodies against two endogenous NuRD subunits, MBD3 and CHD4, in both ESCs and NPCs. In ESCs, 1585 binding sites for MBD3 were identified in two biological replicates; the large majority of MBD3 sites (1354) also co-localized with CHD4 peaks, indicating that these are genuine NuRD binding sites (Fig. 1a). ChIP-seq analysis of CHD4 identified a large number of peaks (7262) that did not overlap with MBD3, which is in agreement with recent data and suggests that these could be sites where CHD4 acts independently of NuRD^13,18^. A similar distribution of MBD3 and CHD4 sites was obtained in NPCs (Fig. 1a). Comparing binding sites in ESCs and NPCs revealed a surprisingly limited overlap, suggesting that many NuRD binding sites (>95%) are cell-type specific (Fig. 1a–c; Supplementary Fig. 1a). NuRD binding sites that are shared between the two cell types are enriched for transcription start sites (TSS) and are marked with H3K4me3 and H3K27ac in both ESCs and NPCs, suggesting that these occur at the promoters of constitutively active genes (Fig. 1d, e). Interestingly, the H3K27ac signal here shows a single peak rather than a double peak, which is in agreement with recent data on H3K27ac levels at NuRD-bound loci, where a single or double H3K27ac peak is characteristic of promoters or active enhancers, respectively^13^. In contrast, cell-type specific NuRD binding sites mostly (72% for NPC and 82% for ESC) map to intergenic and intronic regions (Fig. 1d). ESC-specific NuRD sites are marked with H3K27ac, H3K4me1, H3K4me3, and p300^19^, indicating that dynamic NuRD binding likely occurs at active promoters and enhancers^19,20^ (Fig. 1e). Remarkably, NPC-specific NuRD sites are not marked with any of the histone marks that we examined, but do seem to be highly methylated in both cell types (Fig. 1e; Supplementary Fig. 1b). The SOX2 and POU5F1/OCT4 DNA binding motifs are enriched under ESC-specific NuRD binding sites (Supplementary Fig. 1c) and genes nearby ESC-enriched peaks are involved in regulating development (Supplementary Fig. 1d, Supplementary Data 1). These findings support previous studies that revealed a role for NuRD in regulation of the pluripotency network^14–16^. NPC-specific NuRD binding sites are strongly enriched for the FOS/JUN DNA binding motif (Supplementary Fig. 1c). This observation is in agreement with a recent study, which showed that the transactivation domain of c-JUN can recruit the NuRD complex to AP-1 target genes^8^. Consistent with our findings that shared NuRD binding sites occur at the TSSs of constitutively active genes, we found that genes nearby shared NuRD peaks were enriched for GO terms related to housekeeping functions (Supplementary Fig. 1d). In summary, these experiments revealed that NuRD binding is highly dynamic during cellular differentiation and that these dynamic NuRD sites map to promoters and putative enhancers in ESCs.

**Fig. 1:**
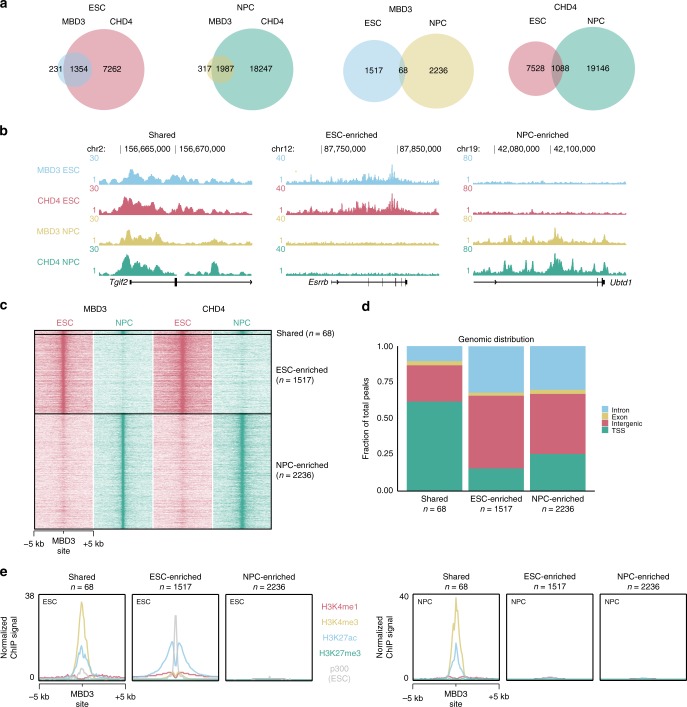
Dynamic NuRD binding sites map to active promoters and enhancers in ESCs. **a** Venn diagrams summarizing NuRD ChIP-seq results in embryonic stem cells (ESC) and neural progenitor cells (NPC). **b** UCSC genome browser screenshots of example loci where NuRD binding is shared between ESC and NPC (left), enriched in ESC (middle), or enriched in NPC (right). **c** Heat map showing the ChIP-seq read density for MBD3 and CHD4 in ESC and NPC, centred on the union of MBD3 peaks from ESC and NPC. **d** Genomic distribution of NuRD ChIP-seq peaks from each class as shown in **b** and **c**. TSS peaks were +5 kb/−1 kb from a transcription start site. **e** Band plots of four different histone marks and p300 (in ESCs, publicly available data^19^) ChIP-seq at MBD3 binding sites for each class of NuRD binding. See also Supplementary Fig. 1

### ZFP296 is an ESC-specific NuRD interactor

Next, we set out to identify cell-type specific NuRD subunits or interactors, which could potentially affect NuRD binding to target genes in a cell-type specific manner, thereby explaining the observed dynamic binding. To this end, we created an MBD3-GFP expressing ESC line using bacterial artificial chromosome (BAC) TransGeneOmics^21^, and also differentiated this line in vitro to NPCs. Importantly, expression levels of the MBD3-GFP transgene in these cell lines are similar to or lower than the expression level of the endogenous MBD3 protein (Supplementary Fig. 2a, Supplementary Fig. 4). Nuclear extracts from MBD3-GFP expressing ESCs and NPCs were subjected to GFP affinity enrichment in triplicate using GFP nanobodies. Affinity enriched proteins were then on-bead digested and analysed by nLC-MS/MS. As shown in Fig. 2a, b and Supplementary Fig. 2b, we identified a large number of overlapping MBD3-interacting proteins in ESCs and NPCs. We then calculated the intensity-based absolute quantification (iBAQ) values of the most predominant and statistically significant MBD3-interacting proteins in both cell types, which can be used to estimate the relative abundance (stoichiometry) in affinity purifications^22^ (Supplementary Data 2). This analysis revealed several ESC-enriched MBD3 interactors (Fig. 2c; Supplementary Fig. 2c) including the SALL family of proteins, which have been described previously as stem cell-specific NuRD interactors^23,24^. The SALL proteins are in fact core components of the NuRD complex in ESCs (Fig. 2c; Supplementary Fig. 2c, d, Supplementary Fig. 4) as their relative abundance is nearly 1:1 with MBD3. The most ESC-enriched MBD3 interactor is ZFP296 (Fig. 2c; Supplementary Fig. 2b, c), a relatively uncharacterized protein that carries six putative DNA binding zinc fingers and has been proposed to act as a transcription factor^25^. Interestingly, ZFP296 is a known marker protein for pluripotency and has been shown to stimulate iPSC reprogramming driven by OCT4, SOX2, KLF4 and c-MYC (OSKM)^25^. Purification of MBD3-GFP from the nuclear pellet fraction obtained after nuclear extraction revealed that the SALL4 and ZFP296 interaction with NuRD was reduced in tightly chromatin-bound NuRD compared to lightly chromatin-bound or unbound NuRD (Supplementary Fig. 2e, f). The iBAQ value of ZFP296 relative to HDAC1/2 in the MBD3-GFP pulldown is ~ 0.4 (Supplementary Fig. 2c), suggesting that ZFP296 is a prominent NuRD interactor in the soluble nuclear fraction. To verify the detected interaction between NuRD and ZFP296, we generated an ESC line expressing ZFP296 with a GFP tag. Nuclear extracts from this cell line were subjected to GFP affinity purifications followed by nLC-MS/MS (Fig. 2d) or immunoblotting (Supplementary Fig. 2g, Supplementary Fig. 4). These experiments confirmed that ZFP296 interacts with the NuRD complex in ESCs. Additionally, subunits of the SIN3A complex were identified as statistically significant ZFP296 interactors, indicating that ZFP296 interacts with both the NuRD and SIN3A complexes in ESCs (Fig. 2d; Supplementary Fig. 2h). Taken together, these experiments revealed that certain NuRD-interacting proteins display cell-type specific interaction dynamics.

**Fig. 2:**
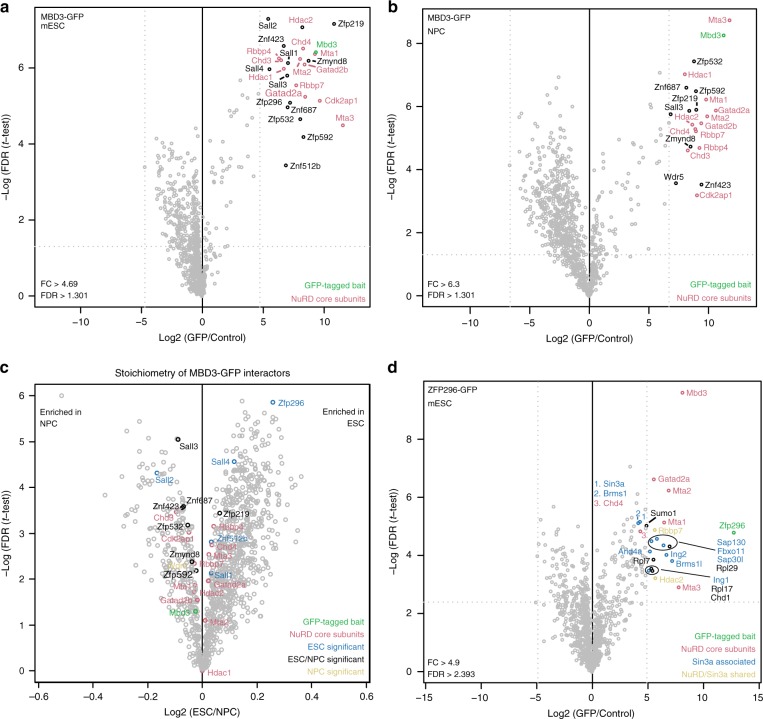
ZFP296 is an ESC-specific NuRD interactor. **a**, **b** Volcano plots from label-free GFP pulldowns on MBD3-GFP ESC (**a**) and MBD3-GFP NPC (**b**) nuclear extracts. Statistically enriched proteins in the MBD3-GFP pulldowns are identified by a permutation-based FDR-corrected *t*-test. The label-free quantification (LFQ) intensity of the GFP pulldown relative to the control [fold change (FC), *x*-axis] is plotted against the −log_10_-transformed *P*-value of the *t*-test (*y*-axis). The proteins in the upper right corner represent the bait (MBD3, green) and its interactors. NuRD core subunits are colour-coded in red. **c** Volcano plot of the stoichiometry of MBD3-GFP interactors in ESCs and NPCs. The iBAQ value of each protein group is divided by the iBAQ value of the core NuRD subunit HDAC1/2, then graphed as in **a**. Proteins that were identified as significant outliers in **a** or **b** are colour-coded in blue or yellow, respectively, and those that were significant in both are in black. **d** Volcano plot of GFP-ZFP296 interacting proteins in ESCs graphed as in **a**. NuRD core subunits are colour-coded in red, SIN3A associated proteins are in blue, and proteins that are shared subunits between NuRD and SIN3A are in yellow. See also Supplementary Fig. 2

### ZFP296 co-localizes with NuRD and SIN3A in ESCs

To investigate the putative function of ZFP296 as a NuRD- and SIN3A-interacting protein, we performed ChIP-seq on the GFP-tagged ZFP296 ESC line using a GFP antibody. 3102 GFP-ZFP296 peaks were identified, and many of these overlap with NuRD subunits MBD3 and CHD4, and SIN3A subunit SIN3A (21%, 42%, and 18% of significantly called peaks, respectively) (Fig. 3a, b). Strikingly, the most enriched DNA sequence motif under ZFP296 peaks is TTAGGG, which is the telomere repeat motif (Fig. 3c). Additionally, the SOX2 and POU5F1/OCT4 DNA binding motifs are also enriched at GFP-ZFP296 binding sites (Fig. 3c). Furthermore, ZFP296 target genes (Supplementary Data 1) are enriched for Gene Ontology (GO) terms related to embryonic development (Fig. 3d). Lastly, we found that ZFP296 binding sites in the mouse ESC genome are marked with H3K27ac, H3K4me1, H3K4me3, and p300^19^ (Fig. 3e). All these findings are in agreement with the NuRD ChIP-seq results (Fig. 1e and Supplementary Fig. 1c and d). ZFP296 binding sites map to a mix of TSS (26%), intergenic (39%) and intronic regions (30%), which is slightly enriched for TSS when compared to the genomic distribution of a random subset of the same size and average length (Fig. 3f). These results indicate that, similar to the core NuRD subunits, most GFP-ZFP296 binding occurs at active promoters and enhancers in ESCs.

**Fig. 3:**
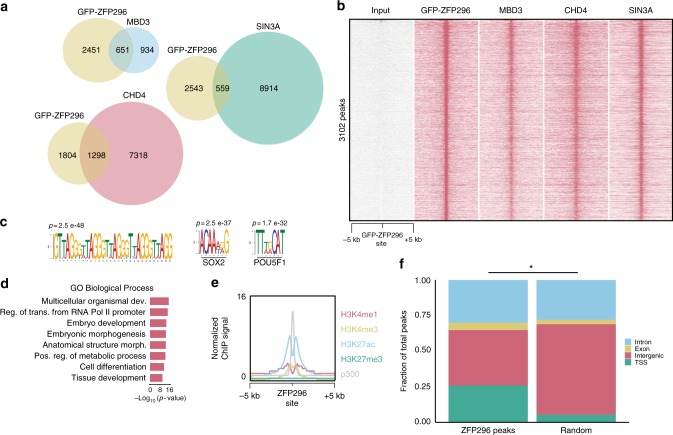
ZFP296 co-localizes with NuRD and SIN3A in ESCs. **a** Venn diagrams summarizing the overlap between GFP-ZFP296 peaks and NuRD or SIN3A ChIP-seq results in ESCs. **b** Heat map showing the ChIP-seq read density for input, GFP-ZFP296, MBD3, CHD4, and SIN3A, centred on GFP-ZFP296 ChIP-seq peaks. **c** Top three most significant motifs enriched under GFP-ZFP296 ChIP-seq peaks. **d** GO term enrichment analysis of Biological Processes for genes within 100 kb of a GFP-ZFP296 peak (nearest gene only). **e** Band plot of four different histone marks and p300 (publicly available data^19^) at GFP-ZFP296 binding sites. **f** Genomic distribution of GFP-ZFP296 ChIP-seq peaks in ESC compared to a set of random regions (*n* = 3102) of the same average length. TSS peaks were +5 kb/−1 kb from a transcription start site. *p < 0.05, as assessed by Chi-squared test

### KO of *Zfp296* decreases NuRD binding genome-wide

Since ZFP296 is both a putative DNA binding protein and has a stem cell-specific expression pattern, we hypothesized that ZFP296 may be recruiting the NuRD complex to the ESC-specific loci identified in Fig. 1. To address this hypothesis, we generated several *Zfp296* KO ESC clones using CRISPR/Cas9 and validated them by mass spectrometry (Fig. 4a and Supplementary Fig. 3a, b). Next, we performed ChIP-seq for MBD3 and CHD4 in two of these *Zfp296* KO cell lines while using a spike-in method to allow for relative quantification of the detected ChIP signal in wild-type versus KO cells^26^. Deletion of ZFP296 from mouse ESCs resulted in a decrease in NuRD binding particularly at ESC-specific NuRD binding sites (Fig. 4b–d and Supplementary Fig. 3c, d), suggesting that ZFP296 could contribute to the recruitment of NuRD to these loci in a stem cell-specific manner. Indeed, loss of MBD3 at ESC-enriched MBD3 binding sites in *Zfp296* KO ESCs is more pronounced when there is co-localization with ZFP296, supporting such a recruiting function (Fig. 4e and Supplementary Fig. 3e). Furthermore, a modest but reproducible average decrease in NuRD binding could also be observed when looking at all ZFP296 binding sites in ESCs (Fig. 4f and Supplementary Fig. 3f, g). Importantly, these changes are unlikely to be caused by changes in protein abundance, as NuRD complex subunits are not significantly altered in *Zfp296* KO versus WT ESCs (Fig. 4a and Supplementary Fig. 3a, b). Since we have shown that ZFP296, apart from NuRD, also interacts and co-localizes with SIN3A, we performed spike-in ChIP-seq for SIN3A in *Zfp296* KO and WT ESCs as well. However, SIN3A levels at ZFP296 sites were not significantly altered in both *Zfp296* KO cell lines compared to WT levels (Supplementary Fig. 3h). While the variance between the two KO lines may be caused by a difference in ZFP296 depletion (Fig. 4a and Supplementary Fig. 3a), these findings might also suggest that the possible recruitment function of ZFP296 could be more specific for NuRD. Lastly, we also used spike-in ChIP-seq to study H3K27ac levels at ZFP296 sites in *Zfp296* KO versus WT ESCs, since H3K27ac is a known substrate for the NuRD complex^27^, which showed that H3K27ac levels decreased in the one but increased in the other *Zfp296* KO cell line compared to WT ESCs (Supplementary Fig. 3h). Although also here the difference in ZFP296 depletion may explain some of the variance between the two lines, these findings may be in line with recent data showing H3K27ac levels only change very transiently after NuRD binding^13^. Together, these results indicate that ZFP296 may contribute to ESC-specific NuRD binding.

**Fig. 4:**
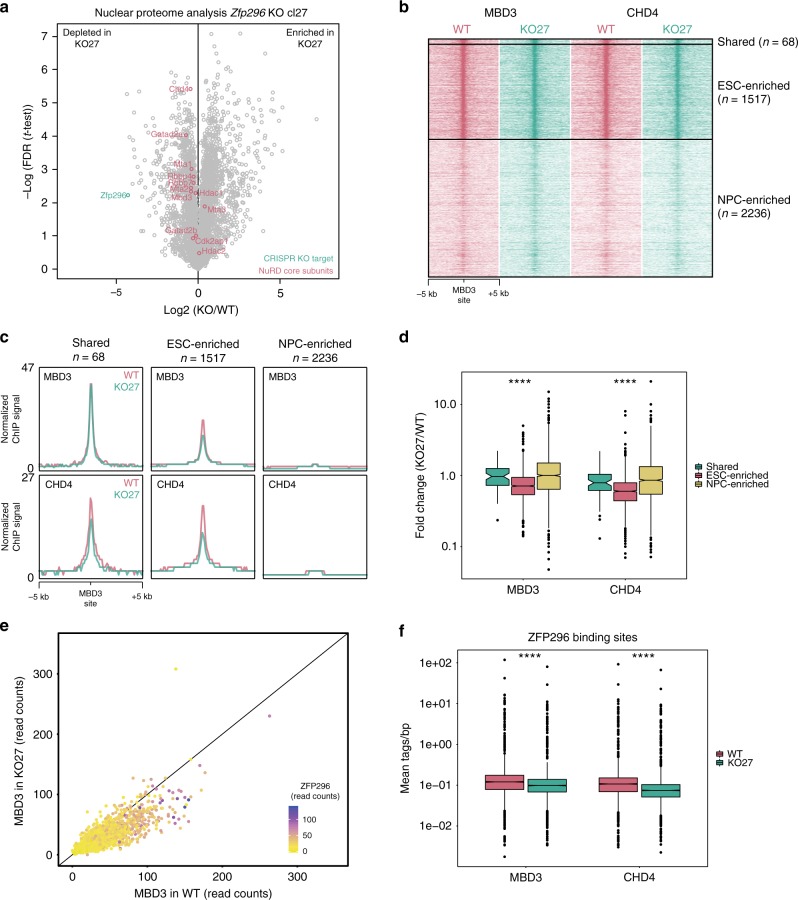
ZFP296 knockout decreases NuRD binding genome-wide. **a** Volcano plot from label-free whole proteome mass spectrometry analysis of WT and *Zfp296* KO clone 27 ESCs, graphed as in Fig. 2a. The CRISPR KO target *Zfp296* is colour-coded in green, NuRD core subunits are colour-coded in red. **b** Heat map showing the ChIP-seq read density for MBD3 and CHD4 in WT and *Zfp296* KO clone 27 ESCs, centred on the union of MBD3 peaks from ESC and NPC. **c** Band plots of MBD3 and CHD4 ChIP-seq in WT and *Zfp296* KO clone 27 ESCs at MBD3 binding sites for each class of NuRD binding. **d** Fold change in ChIP-seq read counts (*Zfp296* KO clone 27/WT) of MBD3 and CHD4 at MBD3 binding sites for each class of NuRD binding. Box: median (central line), first and third quartile (box limits); whiskers: 1.5  × interquartile range. ****p < 0.0001, as assessed by ANOVA. **e** Scatterplot of MBD3 ChIP-seq read counts at ESC-enriched MBD3 binding sites in WT and *Zfp296* KO clone 27 ESCs, coloured for the amount of ZFP296 at the same locus. The diagonal line indicates no change between the two conditions. A linear model on these data performs significantly better when taking into account ZFP296 levels as a predictive variable (*p* < 0.001, as assessed by ANOVA). **f** Boxplots of average MBD3 and CHD4 ChIP-seq signal in WT and *Zfp296* KO clone 27 ESCs at all GFP-ZFP296 peaks. Box: median (central line), first and third quartile (box limits); whiskers: 1.5 × interquartile range. ****p < 0.0001, as assessed by Kruskal–Wallis test. See also Supplementary Fig. 3

### *Zfp296* KO cells exhibit delayed differentiation

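RNA-seq counts were analysed from wild-type (WT) R1 ESCs, an established mouse embryonic stem cell line, and from *Zfp296* KO clone 2 ESCs (KO2), a clonal line made from R1 ESCs with CRISPR/Cas9, with 2 biological replicates per group. According to the methods, ribosomal RNA was depleted with Ribo-Zero, strand-specific libraries were prepared, reads were mapped to mm9 with hisat2 and counted with HTSeq. The authors deposited the raw counts per gene for each replicate, without normalization, together with HTSeq's summary rows and rows for the ERCC spike-ins, which are synthetic RNAs of known sequence. The counts on genes summed to 2829914 and 4334499 in the WT replicates and to 7470907 and 7437294 in the KO2 replicates, so both KO2 replicates were sequenced more deeply than both WT replicates. Reads counted on genes made up 42.33% and 41.2% of all rows in the WT replicates and 47.07% and 42.07% in the KO2 replicates, and a further 35.61% to 40.38% did not map uniquely. The smallest level that 3 counts can show was 1.118 and 0.709 CPM (counts scaled to the size of the library) in the WT replicates and 0.38 and 0.401 CPM in the KO2 replicates. Counts were normalized with edgeR's TMM method, genes with low counts were removed with filterByExpr, and the 12883 remaining genes of the 48526 in the files were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 were called significant.

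Across genes, which are not independent replicates, the correlation of log2 CPM was 0.9527 between the WT replicates, 0.9776 between the KO2 replicates and 0.9406 to 0.9503 between a WT and a KO2 replicate. The replicates of each group differed by more than the sampling noise, with a chi-square per gene of 6.36 over 11249 genes in WT and 24.09 over 13299 genes in KO2, and were counted as separate samples. The first principal component held 53.33% of the variance and separated WT from KO2. The replicates carry the same numbers in both groups, and this pairing is taken from the labels. As a check of the pairing, the deviations from the group means correlated at -0.006583 across genes for WT and KO2 replicates of the same number and at 0.006583 for different numbers, which with 2 replicates per group are mirror images of each other. With the replicate number as a block, 946 genes were significant, compared to 726 without it. Neither the labels nor the paper give a sequencing batch or date, and depth and genotype cannot be separated by choosing samples, since both KO2 replicates were the deeper ones. The choices that could change the numbers were the filter on low counts, the test, the normalization and the depth.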

To investigate the global effects of the observed decrease in NuRD binding genome-wide in *Zfp296* KO versus wild-type ESCs, we performed RNA sequencing and quantitative whole proteome analyses (Fig. 5a, b). 

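Over the 12883 tested genes, the log2 fold change between KO2 and WT had a median of 0.0125 and a standard deviation of 0.707, and its size had a median of 0.266. Of the tested genes, 90.1% changed by less than 2-fold, and the 5th and 95th percentiles of the log2 fold change were -0.879 and 1.13. The difference in log2 CPM between the group means had a standard deviation of 0.633 across genes, compared to 0.725 between the WT replicates and 0.472 between the KO2 replicates. Differences between replicates of this size would on their own give a standard deviation of 0.432 between the means. Significant changes of at least 2-fold were found for 324 genes (2.51% of the tested genes, edgeR's quasi-likelihood test), of which 174 were up and 150 down in KO2. Of the core NuRD subunits, *Mbd3* (ENSMUSG00000035478) had 48.253 ± 3.94 CPM in WT and 50.962 ± 3.071 CPM in KO2 (SD, n = 2), with a log2 fold change of 0.0722 (standard error 0.1712, adjusted p = 0.8738, edgeR). *Chd4* also stayed level, at 854.342 ± 32.96 and 830.397 ± 26.616 CPM (SD, n = 2, adjusted p = 0.8769, edgeR). *Hdac2* was lower in KO2, at 311.706 ± 13.823 compared to 451.091 ± 25.078 CPM in WT (SD, n = 2), a log2 fold change of -0.5325 (standard error 0.1071, adjusted p = 0.005129, edgeR). *Chd3* was also lower, at 30.454 ± 3.435 compared to 56.979 ± 10.071 CPM (SD, n = 2), a log2 fold change of -0.8907 (standard error 0.1911, adjusted p = 0.008441, edgeR), and *Chd5* was higher from few counts, at 12.74 ± 0.814 compared to 4.158 ± 1.137 CPM (SD, n = 2), a log2 fold change of 1.558 (standard error 0.4315, adjusted p = 0.04064, edgeR). *Mta3* was close to the threshold, at 73.917 ± 3.03 compared to 51.021 ± 5.321 CPM (SD, n = 2), a log2 fold change of 0.543 (standard error 0.1602, adjusted p = 0.05327, edgeR), and had an adjusted p of 0.0362 in the paired fit with the replicate block (edgeR) and of 0.164 with DESeq2. The pluripotency genes *Pou5f1* and *Nanog* had log2 fold changes of 0.0864 and 0.2199 (standard errors 0.1196 and 0.123, adjusted p = 0.7618 and 0.3444, edgeR), neither of which was significant, while *Sox2* was lower in KO2, at 485.866 ± 4.391 compared to 839.397 ± 47.245 CPM (SD, n = 2), a log2 fold change of -0.7884 (standard error 0.1016, adjusted p = 7.818e-05, edgeR). Testing all 25397 genes with at least 1 count in place of the filtered ones moved the number of genes with a significant change of at least 2-fold the most, from 324 to 49. The paper describes the effects on the transcriptome as mild despite the changes in NuRD binding.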

Despite the observed genome-wide changes in NuRD binding, only mild effects on the global transcriptome and proteome were observed. 

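With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 726 of the 12883 tested genes (5.64%) had an adjusted p under 0.05 between KO2 and WT (n = 2 per group). For each of the 726 genes, both KO2 replicates lay beyond both WT replicates. The smallest size of a log2 fold change among them was 0.347, and their mean expression had a median of 47.5 CPM, compared to 22.5 CPM for all tested genes. DESeq2, the tool named in the methods, gave 454 significant genes of 11334 with its default settings (4.01%) and 458 with its prior on fold changes (4.04%). The largest move came from leaving out the filter on low counts, after which 61 of 25397 genes were significant (0.24%). Leaving out 1 replicate at a time gave 270 to 691 significant genes, the fewest without WT replicate 1, and the paired fit with the replicate block gave 946. All 255 genes of the paper's list in Supplementary Data 3 were among the tested genes, changed in the same direction and were significant, and 471 further genes were significant.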

In total, 255 genes (out of 11,151 detected, 2.3%) were significantly regulated at the transcript level and 134 proteins (out of 4780 detected, 2.8%) were differentially expressed between *Zfp296* KO and wild-type ESCs (Supplementary Data 3). Of the genes whose transcript expression significantly changed, 17% were bound by MBD3, and 23% were bound by ZFP296 in wild-type cells, suggesting that these changes are both direct and indirect effects of the KO. 

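Supplementary Data 1 lists the genes within 100 kb of MBD3 peaks in ESCs and of GFP-ZFP296 peaks, and these lists were set against the significant genes by gene symbol. For its gene ontology analysis of genes within 100 kb of peaks, the paper took the nearest gene only. If the lists follow this rule, other genes near a peak are absent from them. Of the 982 and 1998 symbols near MBD3 and GFP-ZFP296 peaks, 95.8% and 95.6% were found in the count files, and the last rows of the second list were not in the files analysed here. Of the 726 significant genes, 88 lay near an MBD3 peak (12.1%, 95% Wilson interval 9.9 to 14.7), compared to 690 of the 12157 other tested genes (5.7%, 5.3 to 6.1). This is an odds ratio of 2.29 (Fisher's exact test, p = 1.96e-10). Near a GFP-ZFP296 peak lay 126 significant genes (17.4%, 14.8 to 20.3) and 1393 of the other tested genes (11.5%, 10.9 to 12.0), an odds ratio of 1.62 (Fisher's exact test, p = 6.04e-06). Tested genes without a symbol counted as not near a peak. Mean expression had a median of 47.5 CPM among the significant genes and 22.5 CPM among all tested genes. Expression level was not matched in these tests, so the odds ratios cannot separate binding from expression level. Genes up and down in KO2 did not differ in these shares, with 11.9% and 12.3% near MBD3 peaks (Fisher's exact test, p = 0.91) and 17.9% and 16.9% near GFP-ZFP296 peaks (Fisher's exact test, p = 0.768). Of the 255 genes the paper lists, 42 lay near an MBD3 peak (16.5%) and 59 near a GFP-ZFP296 peak (23.1%). The background moved the odds ratios the most: against all genes with a symbol in place of the tested genes they were 5.04 and 3.56. With normalization to the ERCC spike-ins, chosen after seeing the data, the odds ratios fell to 1.47 and 1.49. Neither was then significant (Fisher's exact test, p = 0.182 and 0.0658). From the shares of changed genes that were bound, the paper proposes that the changes are in part direct and in part indirect effects of the KO.

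**Figure D1:**
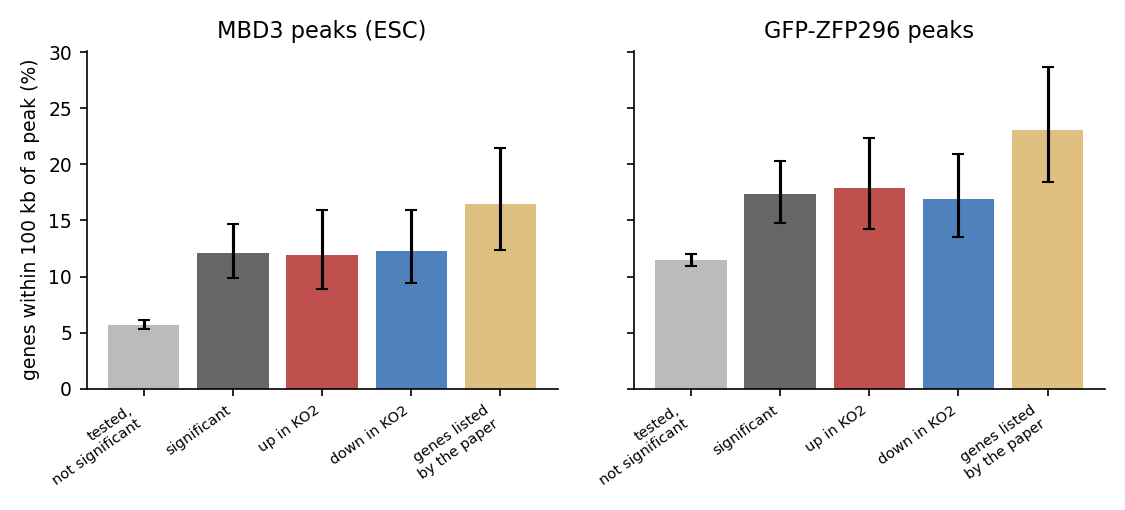
Percent of genes on the paper's lists of genes within 100 kb of an ESC MBD3 peak (left) and of a GFP-ZFP296 peak (right) for tested genes that were not significant, all significant genes, genes up and genes down in KO2, and the 255 genes listed by the paper. Bars are percentages with 95% Wilson intervals. The significant genes stand at 12.1% and 17.4%, above the 5.7% and 11.5% of the other tested genes.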

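Of the 726 significant genes, 335 were up and 391 down in KO2, so 46.1% were up (95% Wilson interval 42.5 to 49.8, exact binomial test against equal numbers, p = 0.0412). The binomial test counts genes as independent, which they are not. The log2 fold change had a median of 1.03 among the genes up and -0.836 among the genes down. The largest increases were those of the Y-linked genes *Eif2s3y*, *Uty* and *Ddx3y*, which had at most 1 count in a WT replicate. *Ddx3y* rose from 0.118 ± 0.167 to 272.316 ± 30.209 CPM (SD, n = 2), with a log2 fold change of 10.6722 (standard error 0.3321, adjusted p = 4.619e-14, edgeR). Next came *Vav1*, *Ube1y1* (also Y-linked), *Ahrr*, *Col5a3*, *Sphkap*, *Dppa1* and *Phactr1*, all at or below 22.146 CPM in KO2. The largest decreases were those of *Gm13490*, *Spn*, *Zxda*, *Acmsd*, *Tmem211*, *Gm14415*, *Gm15614*, *Slfn8*, *Krt13* and a gene listed only as ENSMUSG00000109244, all with low counts. *Gm13490*, the first of these, fell from 8.539 ± 0.046 to 0.26 ± 0.01 CPM (SD, n = 2), a log2 fold change of -4.9193 (standard error 0.7377, adjusted p = 0.0003306, edgeR). Fold changes of genes with no or few counts in a group depend on the small count added before the logarithm and are uncertain in size. With the paper's list, 111 genes were up and 144 down. The counts in each direction moved most without the filter on low counts, to 29 up and 32 down, and stood at 470 and 476 with the replicate block, in which the replicates are paired by number. Normalization to the ERCC spike-ins, chosen after seeing the data, gave 90 up and 73 down. The small excess of genes down was therefore not found with ERCC normalization, while RLE normalization kept it, with 362 up and 441 down. It also depended on the test, given the nearly equal numbers with the replicate block, and on which replicates were included. The paper describes the numbers of genes up and down as roughly equal.

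**Figure D2:**
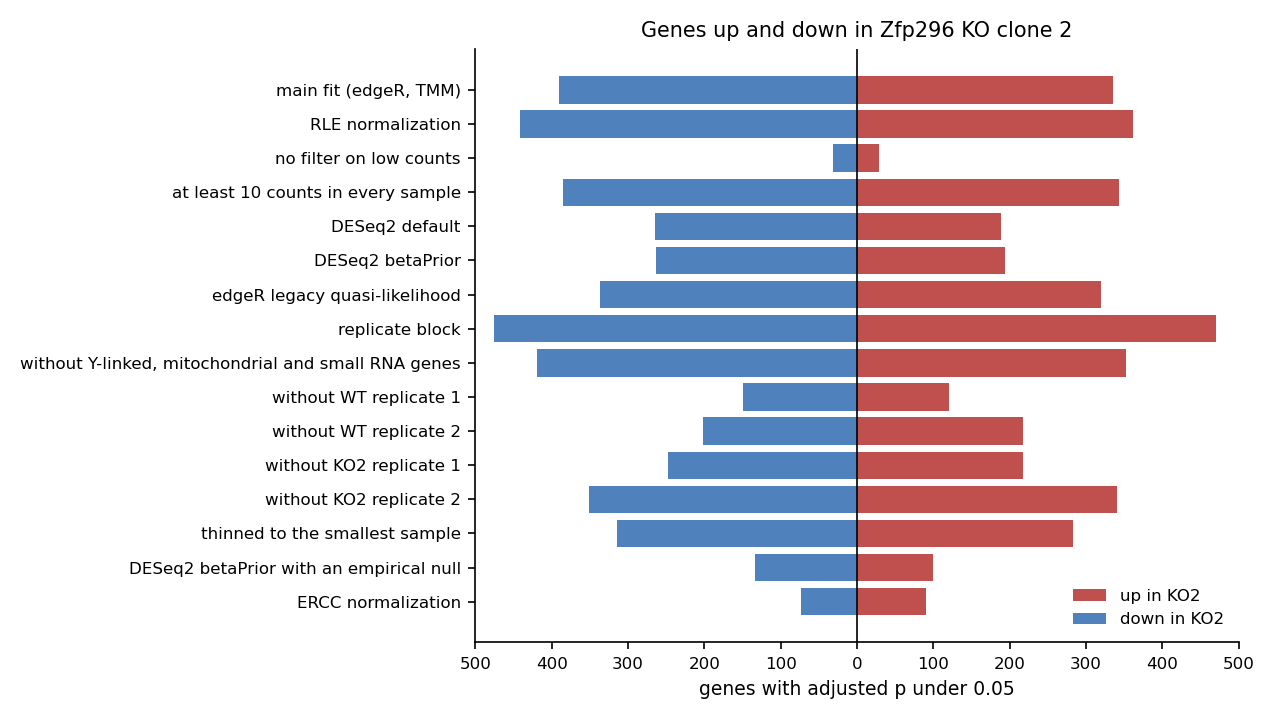
Number of genes with an adjusted p under 0.05 that were up (red, to the right) and down (blue, to the left) in KO2 compared to WT, for the main fit and each alternative processing. The main fit gave 335 up and 391 down, and the number falls to 29 and 32 without a filter on low counts.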

We observed a roughly equal proportion of genes up- and downregulated in KO versus wild-type cells. 

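Supplementary Data 3 lists 58 proteins down and 76 proteins up in *Zfp296* KO ESCs, of which 50 and 70 correspond to genes tested in the RNA-seq data. Of the 391 genes down in KO2 by RNA-seq, 12 were listed as proteins down, more than chance overlap gives among all tested genes (one-sided Fisher's exact test, p = 2.21e-08). In the order of their log2 fold change, these were *Cdk6*, *Dazl*, *Lefty2*, *Fkbp6*, *Stk31*, *Ldhb*, *Dnmt3l*, *Clgn*, *Bdh1*, *Syce1*, *Fblim1* and *Smtnl2*. The largest change, in *Cdk6* (ENSMUSG00000040274), was from 15.628 ± 9.979 to 2.421 ± 0.734 CPM (SD, n = 2), a log2 fold change of -2.7745 (standard error 0.4918, adjusted p = 0.001856, edgeR), and rested on WT replicates that differed widely, with 23 and 96 counts. *Stk31* (ENSMUSG00000023403) varied less, from 125.967 ± 2.64 to 49.178 ± 2.477 CPM (SD, n = 2), a log2 fold change of -1.3577 (standard error 0.1415, adjusted p = 6.547e-06, edgeR). The smallest decrease among them was that of *Smtnl2*, at -0.7183 (standard error 0.1362, adjusted p = 0.003325, edgeR). In the other direction, 22 of the genes up in KO2 were listed as proteins up (one-sided Fisher's exact test, p = 1.88e-18), among them *Tgm2* (ENSMUSG00000037820), at 10.739 ± 1.152 CPM in WT and 79.282 ± 12.875 CPM in KO2 (SD, n = 2), with a log2 fold change of 2.9 (standard error 0.2222, adjusted p = 9.79e-08, edgeR). Both overlap tests took all tested genes as background. Only proteins that the paper detected could be listed, so the p-values of the overlaps may be too small. In the paper's own lists, 8 genes are down and 10 are up at both levels. When genes with low counts were kept in the test, the number down at both levels changed the most, from 12 to 4. The paper selects genes from those down at both levels for further work.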

Although we only observed mild changes in gene expression, a few interesting genes were significantly downregulated in *Zfp296* KO cells at the transcript and protein level. We verified two of these, *Dazl* and *Lefty2*, using qRT-PCR analysis (Fig. 5c). Based on the downregulation of these genes, which are important for early lineage commitment, we hypothesized that *Zfp296* KO cells may display impaired differentiation capacity. 

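*Dazl* (ENSMUSG00000010592) lies on the minus strand of chromosome 17 from 50418719 to 50432924 and *Lefty2* (ENSMUSG00000066652) on the plus strand of chromosome 1 from 182823239 to 182829234 (mm9). *Dazl* had 1602 and 2721 counts in the WT replicates and 1026 and 1067 in the more deeply sequenced KO2 replicates. After normalization it fell from 619.986 ± 32.473 to 136.367 ± 8.854 CPM (SD, n = 2), a log2 fold change of -2.1852 (standard error 0.1127, adjusted p = 3.196e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Lefty2* had 934 and 1319 counts in WT and 645 and 563 in KO2, or 329.873 ± 25.746 and 78.524 ± 4.621 CPM (SD, n = 2), with a log2 fold change of -2.0688 (standard error 0.1232, adjusted p = 2.269e-09 from the same edgeR test). In both genes the decrease was many times the difference between replicates. The paper's reported log2 fold changes are -2.09865 for *Dazl* and -1.95243 for *Lefty2*. *Dazl* moved most with normalization to the ERCC spike-ins, to -2.091, and *Lefty2* with DESeq2's prior on fold changes, to -1.952. With the replicate block, which pairs the replicates by number, the log2 fold changes stayed at -2.185 and -2.069. *Lefty2* is on the list of genes near GFP-ZFP296 peaks. *Dazl* is on neither list of genes near peaks as far as analysed here, without the last rows of the GFP-ZFP296 list. Its absence does not exclude a peak nearby, since the lists may hold only the gene nearest to each peak. The paper describes these genes as important early in lineage commitment. From their lower expression it hypothesizes that the KO cells may be impaired in differentiation.

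**Figure D3:**
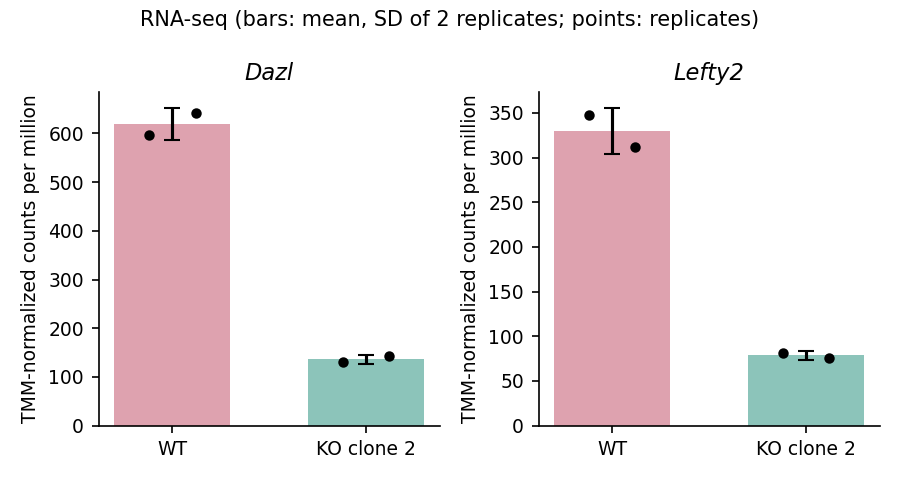
TMM-normalized CPM of Dazl (left) and Lefty2 (right) in WT and Zfp296 KO clone 2 ESCs. Bars are means with SD (n = 2) and points are the replicates. Dazl stands at 619.986 CPM in WT and 136.367 CPM in KO2, and Lefty2 at 329.873 and 78.524 CPM.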

To investigate this, we differentiated *Zfp296* KO and empty vector (EV) ESCs into embryoid bodies. We followed a 4-day time course after LIF withdrawal from the culture medium and observed a significant delay in the upregulation of several lineage identity genes across all three germ layers (Fig. 5d). Pluripotency-associated genes were efficiently downregulated in both cell lines. Thus, *Zfp296* KO cells are pluripotent but are impaired in their ability to switch on lineage specification genes.

**Fig. 5:**
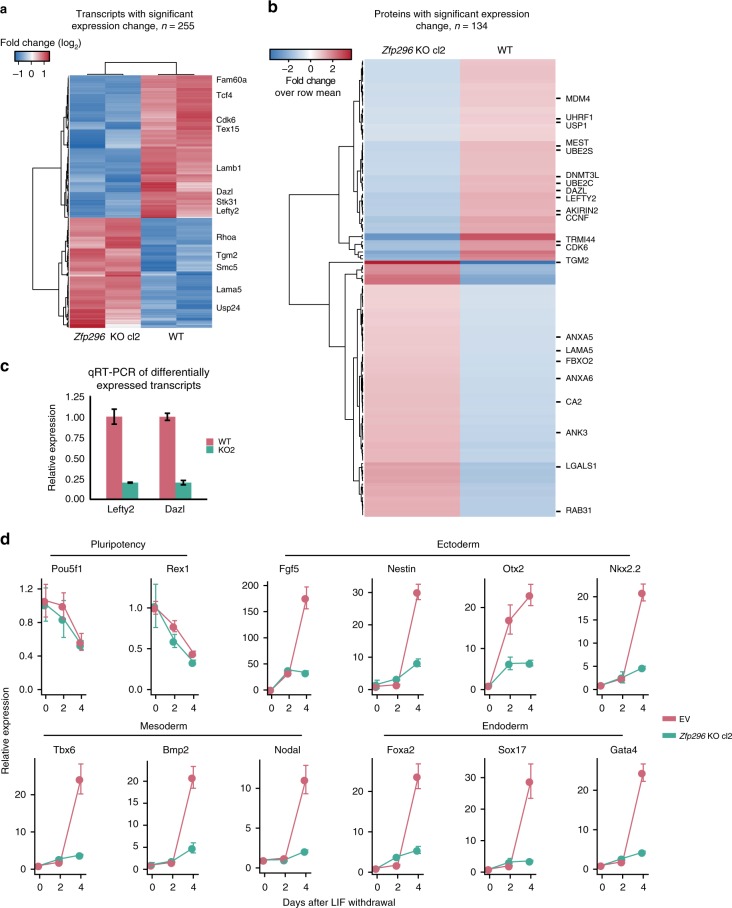
*Zfp296* knockout does not affect steady-state gene expression but impairs ESC differentiation. **a** Hierarchical clustering of differentially expressed genes (padj < 0.05) in *Zfp296* KO clone 2 ESCs compared to wild-type (WT) ESCs. **b** Hierarchical clustering of differentially expressed proteins in *Zfp296* KO clone 2 ESCs compared to WT ESCs. **c** qRT-PCR validation of differentially expressed transcripts in WT and *Zfp296* KO clone 2 ESCs. *n* = 2 RNA isolations, error bars = s.d. of technical triplicates from one experiment. **d** qRT-PCR analysis of expression levels of pluripotency and differentiation markers during an embryoid body (LIF withdrawal) time course using WT and *Zfp296* KO clone 2 ESCs. *n* = 4 time courses, error bars = s.d. of technical triplicates from one experiment

## Discussion

Here, we have identified the zinc finger protein ZFP296 as an embryonic stem cell-specific interactor of the NuRD complex, which additionally interacts with the SIN3A complex as well. This shared interaction may be explained by the fact that NuRD and SIN3A are both members of the HDAC1/2 complexes family and as such contain shared subunits (apart from HDAC1/2 also RBBP4/7). However, these subunits are also shared with for example the CoREST complex, which we did not identify to be co-purified with ZFP296 in ZFP296-GFP affinity purifications. It would therefore be interesting to perform direct interaction assays such as cross-linking immunoprecipitation-MS^28^ to study which proteins ZFP296 uses to associate with its interaction partners, and on which factors these interactions are dependent. The putative DNA binding ability of ZFP296 suggested a possible function in recruitment of NuRD and/or SIN3A to specific target genes, and indeed ChIP-sequencing experiments showed decreased genome-wide binding of NuRD, but not SIN3A, upon KO of *Zfp296*. The molecular mechanisms underlying this intriguing observation remain to be elucidated, but could be due to the relative abundance of ZFP296 compared to core NuRD and SIN3A subunits. Future studies focusing on SIN3A complex composition and stoichiometry in ESCs could provide further insights into this.

Motif enrichment analysis revealed a SOX2 and POU5F1/OCT4 binding motif being enriched under NuRD peaks in ESCs, consistent with a previously reported link between the NuRD complex and the pluripotency network^14,29^. Although several studies have reported direct protein-protein interactions between NuRD and pluripotency factors such as POU5F1/OCT4 and SOX2^15,16^ we do not observe these or other pluripotency factors as direct interactors of the NuRD complex in MBD3-GFP ESC affinity purifications. Furthermore, we failed to detect NuRD subunits in POU5F1/OCT4 affinity purifications. Thus, even though the NuRD complex binds to genomic loci that are enriched for POU5F1/OCT4 and SOX2 DNA binding motifs in mouse ESCs, the molecular mechanisms responsible for NuRD recruitment to these loci remain to be elucidated.

We and others^5,23,24,29,30^ have identified a large number of putative DNA binding substoichiometric NuRD interactors. The N-terminus of ZFP296 carries a motif, RRK, which is conserved in several of these NuRD-interacting zinc finger proteins, such as FOG1 and ZNF827. Interestingly, ZNF827 was recently shown to recruit NuRD to telomeres^31^, suggesting that perhaps more RKK-carrying zinc finger proteins regulate NuRD binding at repetitive regions. Indeed, we identified the telomere repeat to be significantly enriched under ZFP296 binding sites in ESCs, although we found no evidence that ZFP296 plays a role in recruiting NuRD to repeats. However, a recent report linked ZFP296 to regulation of H3K9me3 at major satellite repeats in early mouse embryos^32^, indicating that the interplay between NuRD-interacting zinc finger proteins and repeat regions remains an area of active interest. Biochemical experiments using recombinant proteins may shed more light on the DNA-binding properties of NuRD-interacting proteins such as ZFP296.

Recent work from the Schoeler lab revealed that ZFP296 stimulates OSKM mediated iPSC formation^25^. In our hands, *Zfp296* KO ESCs remain pluripotent but are delayed in their ability to differentiate upon LIF withdrawal from the culture medium. This is in agreement with a recent study that showed that ZFP296 is important for germ cell specification^33^. Additional investigations regarding NuRD and its role in regulating iPSC formation and pluripotency have reported conflicting observations. Work from the Silva and Hendrich labs revealed that NuRD is required for iPSC formation in a context-dependent manner and that increased NuRD abundance can enhance reprogramming efficiency^34^. In contrast, the Hanna lab showed highly efficient and deterministic iPSC formation in the absence of MBD3^35^, as well as other NuRD subunits^36^. Further work is required to explore these contrasting results, but it will be interesting to investigate whether ZFP296 also plays a role in NuRD- or SIN3A-regulated iPSC reprogramming.

## Methods

### Cell culture and embryoid body differentiation

R1 mouse ESCs were obtained from the ATCC and cultured on gelatine-coated plates in DMEM (Gibco) supplemented with 15% HyClone foetal bovine serum (GE Healthcare Life Sciences), GlutaMAX (Gibco), non-essential amino acids (Lonza), sodium pyruvate (Gibco), penicillin–streptomycin (Gibco), β-mercaptoethanol, home-made LIF, 3 μM PD0325901, and 1 μM CHIR99021. NPCs were differentiated and propagated following the protocol from Conti et al.^17^. Briefly, ESCs were differentiated into NPCs using DMEM/F12 (Gibco), supplemented with Neurobasal medium (Gibco), N2 and B27 supplements (Gibco), and β-mercaptoethanol. NPCs were maintained in NSA (Euromed) supplemented with GlutaMAX (Gibco), N2 supplement (Gibco), 10 ng/ml bFGF (100-18C, Perprotech), and 10 ng/ml EGF (236-EG, R&D Systems). All cell lines have been tested for mycoplasma contamination.

BACs were tagged according to the protocol from Poser et al.^21^. GFP-tagged BAC lines were prepped on NucleoBond BAC 100 columns (Macherey-Nagel) and transfected into ESCs using Lipofectamine LTX Plus (Invitrogen), followed by G418 selection for 10–12 days. Individual colonies were picked, expanded, and screened for GFP expression.

GFP-ZFP296 ESCs were generated by transfection of a GFP-tagged ZFP296 construct into KH2 ESCs^37^. Full-length ZFP296 protein was cloned from mouse complement DNA into the pcDNA3.1 vector (Invitrogen).

The CRISPR/Cas9 system was used to generate a *Zfp296* KO cell line. 

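*Zfp296* (ENSMUSG00000011267) spans 3370 bp on the plus strand of chromosome 7, from 20162636 to 20166005 in NCBIM37 (mm9). The annotation gives 2 transcripts, ENSMUST00000108453 and ENSMUST00000011411, whose first exons start at 20162636 and 20162671 and both end at 20162977. In both, the coding sequence starts at 20162731, so the last 247 bp of exon 1 are coding and the bases before them are 5′ untranslated. Each of the printed sequences has 23 bases and matches the genome once, on the plus strand and within the coding part of exon 1. They hold the reverse complement of a 20-base protospacer and its PAM, the short motif that Cas9 needs next to its target. CCTCGCCGCGTAGATCCCGATAC lies from 20162758 to 20162780, with the protospacer GTATCGGGATCTACGCGGCG and the PAM AGG on the minus strand. CCATATCGGATGTGAAGCGTCAA lies from 20162879 to 20162901, with the protospacer TTGACGCTTCACATCCGATA and the PAM TGG, also on the minus strand. Cas9 is predicted to cut between 20162763 and 20162764 for the first and between 20162884 and 20162885 for the second, after 33 and 154 coding bases. The reference sequence of the plus strand from 20162728 to 20162931, which covers both sites with 30 bases on either side, is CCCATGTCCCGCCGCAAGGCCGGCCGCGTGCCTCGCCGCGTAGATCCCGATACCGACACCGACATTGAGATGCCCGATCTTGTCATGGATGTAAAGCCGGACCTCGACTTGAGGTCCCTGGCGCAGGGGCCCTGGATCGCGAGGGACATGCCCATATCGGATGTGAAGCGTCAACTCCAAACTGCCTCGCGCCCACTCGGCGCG. With up to 3 mismatches, 1 other site next to a PAM was found in the genome for the first sequence, with 3 mismatches, on chromosome 14 from 46728899 to 46728921 and outside annotated genes, and none for the second. In the RNA-seq data, *Zfp296* had 31 counts in each WT replicate and 416 and 282 counts in the KO2 replicates, or 9.439 ± 2.99 and 45.224 ± 10.647 CPM (SD, n = 2). Its log2 fold change was 2.3146 (standard error 0.2852, adjusted p = 4.643e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the paper's reported value is 1.60585. DESeq2's prior on fold changes moved it the most, to 1.604, and without the filter on low counts the adjusted p rose to 0.0573 (edgeR). Counts per gene do not show which part of the transcript the reads came from.

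**Figure D4:**
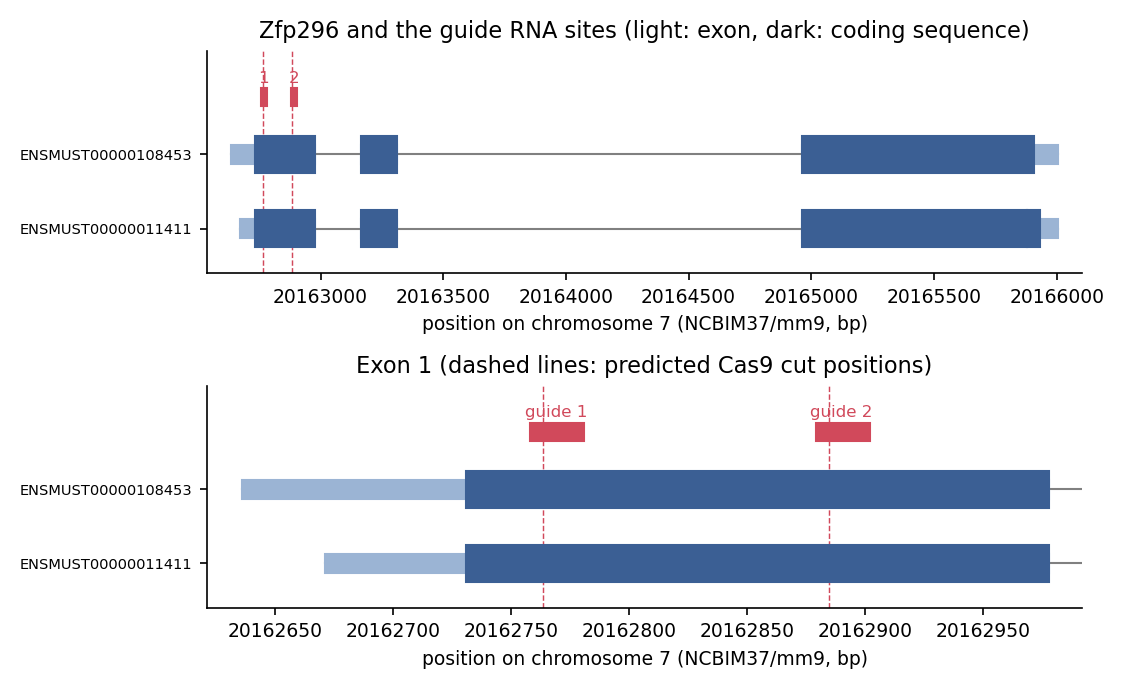
Map of Zfp296 on chromosome 7 of mm9 (top) and of its exon 1 (bottom), with position in bp on the horizontal axis. Light boxes are exons, dark boxes coding sequence, red boxes the 23-base guide RNA sites and dashed lines the predicted cut positions. Both sites lie in the coding part of exon 1, at 20162758 to 20162780 and 20162879 to 20162901.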

A guide RNA targeting the first exon of *Zfp296* (CCTCGCCGCGTAGATCCCGATAC or CCATATCGGATGTGAAGCGTCAA) was cloned into pSpCas9(BB)-2A-Puro (PX459; Addgene 48139). The resulting plasmid was verified by sequencing and transfected into R1 ESCs. After two days, the cells were subjected to puromycin selection for 48 h, then monoclonal cell lines were generated and analyzed by sequencing.

Wild-type and *Zfp296* KO ESCs were differentiated into embryoid bodies by plating 2 × 10^5^ cells/mL of media onto non-adherent plates in the absence of LIF. The medium was changed daily during the differentiation to embryoid bodies.

### Chromatin preparation

Attached ESCs and NPCs were cross-linked with 1% formaldehyde for 10 min at room temperature with gentle shaking. Cross-linking was quenched with the addition of 1/10 volume 1.25 M glycine. Cells were washed with PBS, then harvested by scraping in Buffer B (20 mM HEPES, 0.25% Triton X-100, 10 mM EDTA, and 0.5 mM EGTA). Cells were pelleted by spinning at 600 × *g* for 5 min at 4 °C. Cell pellet was resuspended in Buffer C (150 mM NaCl, 50 mM HEPES, 1 mM EDTA, and 0.5 mM EGTA) and rotated for 10 min at 4 °C. Cells were pelleted by spinning at 600 × *g* for 5 min at 4 °C. The cell pellet was resuspended in 1× incubation buffer (0.15% SDS, 1% Triton X-100, 150 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, and 20 mM HEPES) at 15 million cells/mL. Cells were sheared in a Bioruptor Pico sonicator (Diagenode) at 4 °C using 5 or 7 cycles of 30 s ON, 30 s OFF for ESCs and NPCs, respectively. Sonicated material was spun at 18,000 × *g* for 10 min at 4 °C, then aliquoted and stored at −80 °C.

### Chromatin immunoprecipitation

A total of 0.5–10 million cells were used as input for library prep, and 5 million cells were used as input for ChIP-qPCR experiments. Chromatin was incubated overnight together with 1 μg antibody at 4 °C in 1× incubation buffer (0.15% SDS, 1% Triton X-100, 150 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, and 20 mM HEPES) supplemented with protease inhibitors and 0.1% BSA. For ChIPs with spike-in, 25 μg of sample chromatin and 50 or 20 ng of spike-in chromatin (Active Motif) were used for histone modification or transcription factor ChIP, respectively. This chromatin mix was incubated overnight as above, with 2 μg spike-in antibody (Active Motif) and 1 or 3 μg of the antibody of interest for histone or transcription factor ChIP, respectively. A 50/50 mix of Protein A and G Dynabeads (Invitrogen) was added the following day followed by a 90-min incubation. The beads were washed 2× with Wash Buffer 1 (0.1% SDS, 0.1% sodium deoxycholate, 1% Triton, 150 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, and 20 mM HEPES), 1× with wash buffer 2 (wash buffer 1 with 500 mM NaCl), 1× with wash buffer 3 (250 mM LiCl, 0.5% sodium deoxycholate, 0.5% NP-40, 1 mM EDTA, 0.5 mM EGTA, and 20 mM HEPES), and 2× with wash buffer 4 (1 mM EDTA, 0.5 mM EGTA, and 20 mM HEPES). After washing, beads were rotated for 20 min at room temperature in elution buffer (1% SDS, 0.1 M NaHCO_3_). The supernatant was decrosslinked with 200 mM NaCl and 100 μg/mL Proteinase K for 4 h at 65 °C. Decrosslinked DNA was purified using MinElute PCR Purification columns (Qiagen). DNA amount was quantitated using Qubit fluorometric quantitation (Thermo Fisher Scientific). qPCR analysis of ChIP DNA was performed using iQ SYBR Green Supermix (Bio-Rad) on a CFX96 Real-Time System C1000 Thermal Cycler (Bio-Rad). Primers used for qPCR analysis are listed in Supplementary Table 1.

### Illumina high-throughput sequencing and data analysis

ChIP-seq libraries were prepared using the Kapa Hyper Prep Kit for Illumina sequencing (Kapa Biosystems) according to the manufacturer’s protocol with the following modifications. 5 ng ChIP DNA was used as input, with NEXTflex adapters (Bioo Scientific) and 10 cycles of PCR amplification. Post-amplification clean-up was performed with QIAquick MinElute columns (Qiagen) and size selection was done with an E-gel (300 bp fragments) (Thermo Fisher Scientific). Size-selected samples were analyzed for purity using a High Sensitivity DNA Chip on a Bioanalyzer 2100 system (Agilent). Samples were sequenced on an Illumina HiSeq2000 or NextSeq500. The 43 or 75 bp tags were mapped to the reference mouse genome mm9 (NCBI build 37) or *Drosophila* genome dm3 (for spike-in) using the Burrows-Wheeler Alignment tool (BWA) allowing one mismatch^38^. Only uniquely mapped reads were used for data analysis and visualization. Mapped reads were filtered for quality and duplicates were removed. Peak-calling was performed with the MACS 2.0 tool against a reference input sample from the same cell line^39^. Heat maps and band plots were performed using the Python package fluff^40^. ChIP-seq datasets used for generating heat maps and average profiles were normalized for the spike-in, or else for RPKM. Motif analysis was performed using MEME ChIP^41^ and Gimme Motifs^42^. GREAT^43^ was used for GO term analysis, and *P*-values were computed using a hypergeometric distribution with FDR correction. R was used to generate most of the graphs.

### Nuclear extracts and nuclear pellet solubilization

Nuclear extracts were prepared essentially according to Dignam et al.^44^. Briefly, cells were harvested with trypsin, washed twice with PBS, and centrifuged at 400 × *g* for 5 min at 4 °C. Cells were swelled for 10 min at 4 °C in five volumes of Buffer A (10 mM HEPES/KOH, pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl), and then pelleted at 400 × *g* for 5 min at 4 °C. Cells were resuspended in two volumes of Buffer A plus protease inhibitors and 0.15% NP-40 and transferred to a Dounce homogenizer. After 30–40 strokes with a Type B pestle, the lysates were spun at 3200 × *g* for 15 min at 4 °C. The nuclear pellet was washed once with PBS, and spun at 3200 × *g* for 5 min at 4 °C. The nuclear pellet was resuspended in 2 volumes Buffer C (420 mM NaCl, 20 mM HEPES/KOH, pH 7.9, 20% v/v glycerol, 2 mM MgCl_2_, 0.2 mM EDTA) with 0.1% NP-40, protease inhibitors, and 0.5 mM dithiothreitol (DTT). The suspension was incubated with rotation for 1 h at 4 °C, and then spun at 18,000 × *g* for 15 min at 4 °C. The supernatant was aliquoted and stored at −80 °C until further use.

The nuclear pellets remaining after nuclear extraction were solubilized by resuspension in four volumes of RIPA buffer (150 mM NaCl, 50 mM Tris pH 8.0, 1% NP-40, 5 mM MgCl_2_, 10% glycerol) plus benzonase (Millipore) at 1000 U/100 ul nuclear pellet. Samples were incubated at 37 °C with shaking until solubilized, then spun at 14000 × *g* for 5 min at 4 °C. The supernatant was aliquoted and stored at −80 °C until further use.

### Label-free pulldowns

Label-free GFP pulldowns were performed in triplicate as previously described^45^ with the following modifications. For GFP pulldowns, 2 mg of nuclear extract was incubated with 7.5 μl GFP-Trap beads (Chromotek) and 50 μg/mL ethidium bromide in Buffer C (300 mM NaCl, 20 mM HEPES/KOH, pH 7.9, 20% v/v glycerol, 2 mM MgCl_2_, 0.2 mM EDTA) with 0.1% NP-40, protease inhibitors, and 0.5 mM DTT in a total volume of 400 μl. After incubation, 6 washes were performed: 2 with Buffer C and 0.5% NP-40, 2 with PBS and 0.5% NP-40, and 2 with PBS. Affinity purified proteins were subject to on-bead trypsin digestion as previously described^22^. In short, beads were resuspended in 50 μl elution buffer (2 M urea, 50 mM Tris pH 7.5, 10 mM DTT) and incubated for 20 min in a thermoshaker at 1400 rpm at room temperature. After addition of 50 mM iodoacetamide (IAA), beads were incubated for 10 min at 1400 rpm at room temperature in the dark. Proteins were then on-bead digested into tryptic peptides by addition of 0.25 μg trypsin and subsequent incubation for 2 h at 1400 rpm at room temperature. The supernatant was transferred to new tubes and further digested overnight at room temperature with an additional 0.1 μg of trypsin. Tryptic peptides were acidified and desalted using StageTips^46^ prior to mass spectrometry analyses.

### Label-free quantification (LFQ) LC-MS/MS analysis

Tryptic peptides were separated with an Easy-nLC 1000 (Thermo Scientific). Buffer A was 0.1% formic acid and Buffer B was 80% acetonitrile and 0.1% formic acid. MBD3-GFP ESC and NPC nuclear extract LFQ samples were separated using a 120-min gradient from 7% until 32% Buffer B followed by step-wise increases up to 95% Buffer B. Mass spectra were recorded on a LTQ-Orbitrap Velos mass spectrometer or on a LTQ-Orbitrap Q-Exactive mass spectrometer (Thermo Fisher Scientific), selecting the 10–15 most intense precursor ions of every full scan for fragmentation. The tryptic peptides from GFP-ZFP296 ESC nuclear extracts, *Zfp296* KO ESC nuclear extracts, and ESC nuclear pellet pulldowns were measured by developing a gradient from 9–32% Buffer B for 114 min before washes at 50% then 95% Buffer B, for 140 min of total data collection time. Mass spectra were recorded on an LTQ-Orbitrap Fusion Tribrid mass spectrometer (Thermo Fisher Scientific). Scans were collected in data-dependent top speed mode with dynamic exclusion set at 60 s.

### Label-free and dimethyl-labeled proteomes

For label-free nuclear proteomes, 100 μg of nuclear extracts were digested using filter-aided sample preparation (FASP)^47^ using a 30 kDa cut-off filter and trypsin digest in 50 mM ABC buffer. For dimethyl-labelled whole proteomes, 100 μg of whole cell lysates were digested using FASP using a 30 kDa cut-off filter and trypsin digest in TEAB buffer. For labeling, each sample was differentially labeled after FASP by incorporation of stable isotopes on the peptide level using light and medium dimethyl labeling^48^. Differentially dimethyl-labeled samples were mixed and fractionated by strong anion exchange (SAX)^49^. We collected the flow through (FT) and pH 11, pH 8, pH 5, and pH 2 elutions. The peptides were subjected to Stage-Tip desalting^46^ prior to mass spectrometry analysis. Peptides were applied to online nanoLC-MS/MS using a 214 min gradient of acetonitrile (7% to 30%) followed by washes at 60% then 95% acetonitrile. Data were collected on a Fusion Tribrid mass spectrometer for 240 min of total data acquisition time.

### Mass spectrometry data analysis

Thermo RAW files were analyzed with MaxQuant version 1.5.1.0 or 1.6.0.1 using default settings and searching against the UniProt mouse proteome, release 2015_12 or 2017_06^50^. Additional options for Match between runs, LFQ, and iBAQ were selected where appropriate. Stoichiometry calculations and volcano plots were produced essentially as described^22^ using Perseus^51^ version 1.4.0.8 and in-house R scripts. Statistical cut-offs were chosen such that no proteins were present as outliers on the control, non-GFP side of the volcano plot.

### RNA-seq sample prep and analysis

RNA was isolated in duplicate from cells using an RNeasy Mini Kit (Qiagen). Ribosomal RNA was depleted by treatment with the Ribo-Zero rRNA Removal Kit (Illumina) and fragmented into approximately 200 bp fragments in fragmentation buffer (200 mM Tris-acetate, 500 mM KCH_3_COO, 150 mM Mg(CH_3_COO)_2_, pH 8.2). Strand-specific libraries of cDNA were prepared using SuperScript III Reverse Transcriptase (Invitrogen) and a Kapa Hyper Prep Kit, as described above for ChIP-seq, but including an additional incubation with USER enzyme (NEB) before library amplification to digest the second cDNA strand. Reads were mapped onto the reference mouse genome mm9 using hisat2^52^. Count tables were generated using HTSeq^53^. Differential gene expression was analysed with the DESeq2 R package.^54^

### Quantitative reverse transcriptase PCR

RNA was isolated using the RNeasy Mini Kit (Qiagen) and 1 μg of RNA was used for cDNA synthesis with the iScript cDNA Synthesis Kit (Bio-Rad). qRT-PCR was performed using iQ SYBR Green Supermix (Bio-Rad) on a CFX96 Real-Time System C1000 Thermal Cycler (Bio-Rad). Primers used for qRT-PCR analysis are listed in Supplementary Table 2. Gapdh and β-actin were used as the reference genes.

### Co-immunoprecipitation and immunoblotting

For endogenous immunoprecipitation, 250 μg of nuclear extract in a total volume of 200 μl buffer C (300 mM NaCl, 20 mM HEPES KOH pH 7.9, 20% (v/v) glycerol, 2 mM MgCl_2_, 0.2 mM EDTA, 0.5% NP-40, 0.5 mM DTT, complete protease inhibitors) was incubated overnight with anti-MBD3 (IBL, JP10281, 2 μg per IP), followed by incubation with 20 μl of a 1:1 mixture of Protein A and G Dynabeads (Thermo Fisher) at 4 °C for 90 min. For GFP co-IPs, 7.5 μl of GFP-trap agarose beads (Chromotek) were incubated with 250 μg of nuclear extracts in a total volume of 200 μl buffer C for 90 min at 4 °C. The beads were then washed three times with 1 mL buffer C and finally boiled in Laemmli buffer.

Nuclear extracts or input samples (25 μg nuclear extract boiled in Laemmli buffer) or immunoprecipitated proteins were fractionated by SDS-PAGE and transferred to a nitrocellulose membrane using a transfer apparatus according to the manufacturer’s protocol (Bio-Rad). After 1 h blocking with 5% milk in TBST (10 mM Tris, pH 8.0, 150 mM NaCl, 0.5% Tween 20) at room temperature, the membrane was incubated overnight at 4 °C using anti-MBD3 (IBL, JP10281, 1:1000 dilution), anti-SALL4 (abcam, ab29112, 1:5000 dilution), or anti-GFP (Roche, 11814460001, 1:2000 dilution). The membrane was washed 3 times with TBST followed by incubation with a 1:3000 dilution of horseradish peroxidase-conjugated anti-mouse or anti-rabbit antibodies (Dako; catalogue number p0260 and p0399, respectively) in 5% milk in TBST at room temperature. Following secondary antibody staining, the membrane was washed 3 times in TBST, followed by development using the ECL Western Blotting Substrate (Promega) and imaging on a ImageQuant LAS4000 (GE Healthcare). Uncropped western blots can be found in Supplementary Fig. 4.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

## Data Availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository^55^ with the dataset identifier PXD010512. High-throughput sequencing data have been deposited in the GEO database repository with the dataset identifier GSE117289. All figures have associated raw data. All other relevant data are available from the corresponding author upon reasonable request.

# Supplementary material for: NuRD-interacting protein ZFP296 regulates genome-wide NuRD localization and differentiation of mouse embryonic stem cells
**Source:** Nat Commun. 2018 Nov 2;9:4588. doi: 10.1038/s41467-018-07063-7
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

NuRD-interacting protein ZFP296 regulates genome-wide NuRD localization and differentiation of mouse embryonic stem cells

Kloet et al.

# Kloet et al Supplementary Figure 1

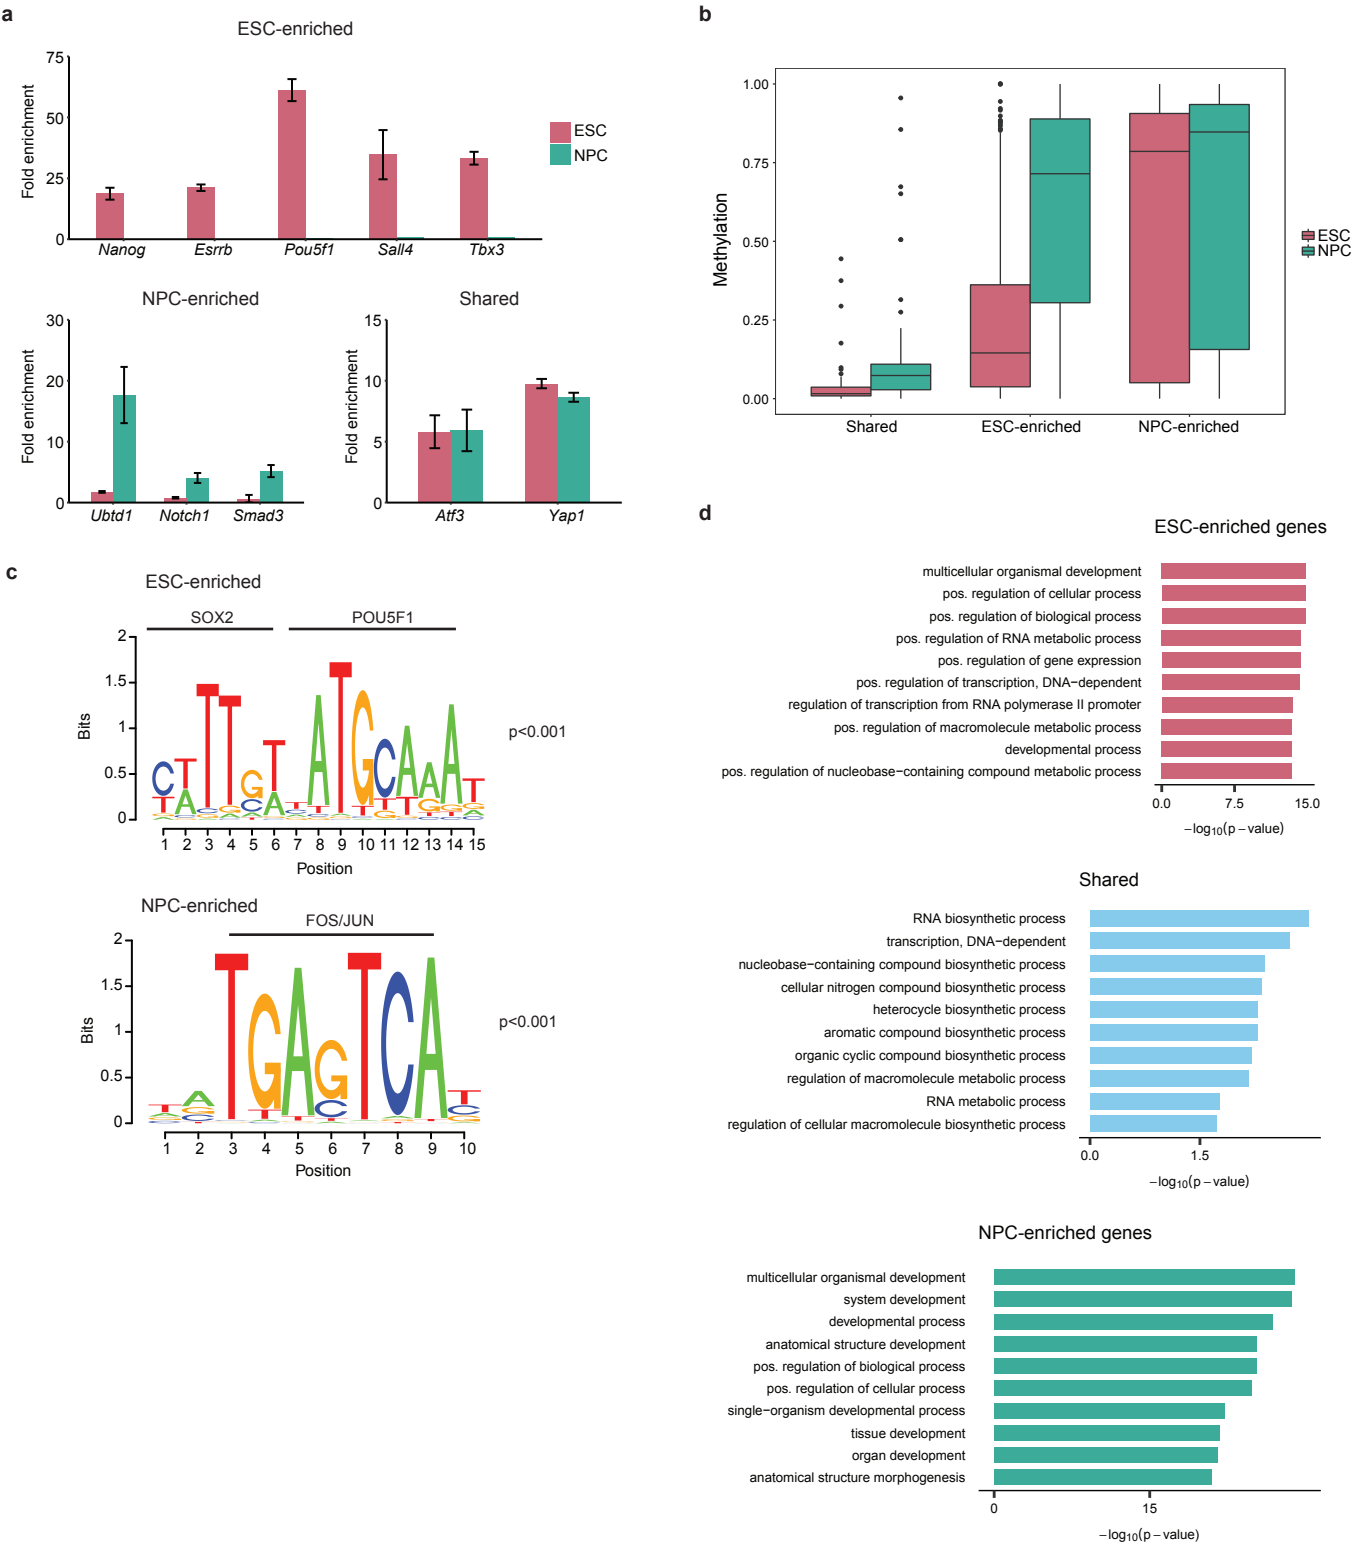

Supplementary Figure 1: Supplement to Fig. 1.

(a) ChIP-qPCR validation on MBD3 in ESCs and NPCs for ESC-enriched (top), NPC-enriched (bottom left), or shared (bottom right) NuRD binding sites.  $n=2$  ChIPs, error bars = s.d. of technical triplicates from one experiment.

(b) The average level of DNA methylation (0 = unmethylated, 1 = fully methylated) in ESCs and NPCs (from publicly available data<sup>56</sup>) for shared, ESC-enriched, or NPC-enriched MBD3 ChIP-seq peaks. Box: median (central line), first and third quartile (box limits); whiskers:  $1.5 \times$  interquartile range.

(c) Most significant motif enriched under ESC-enriched (top) or NPC-enriched (bottom) MBD3 ChIP-seq peaks.

(d) Gene ontology (GO) term enrichment analysis of Biological Processes of genes within 100 kb for ESC-enriched (top), shared (middle), or NPC-enriched (bottom) NuRD ChIP-seq peaks (nearest gene only).

# Kloet et al Supplementary Figure 2

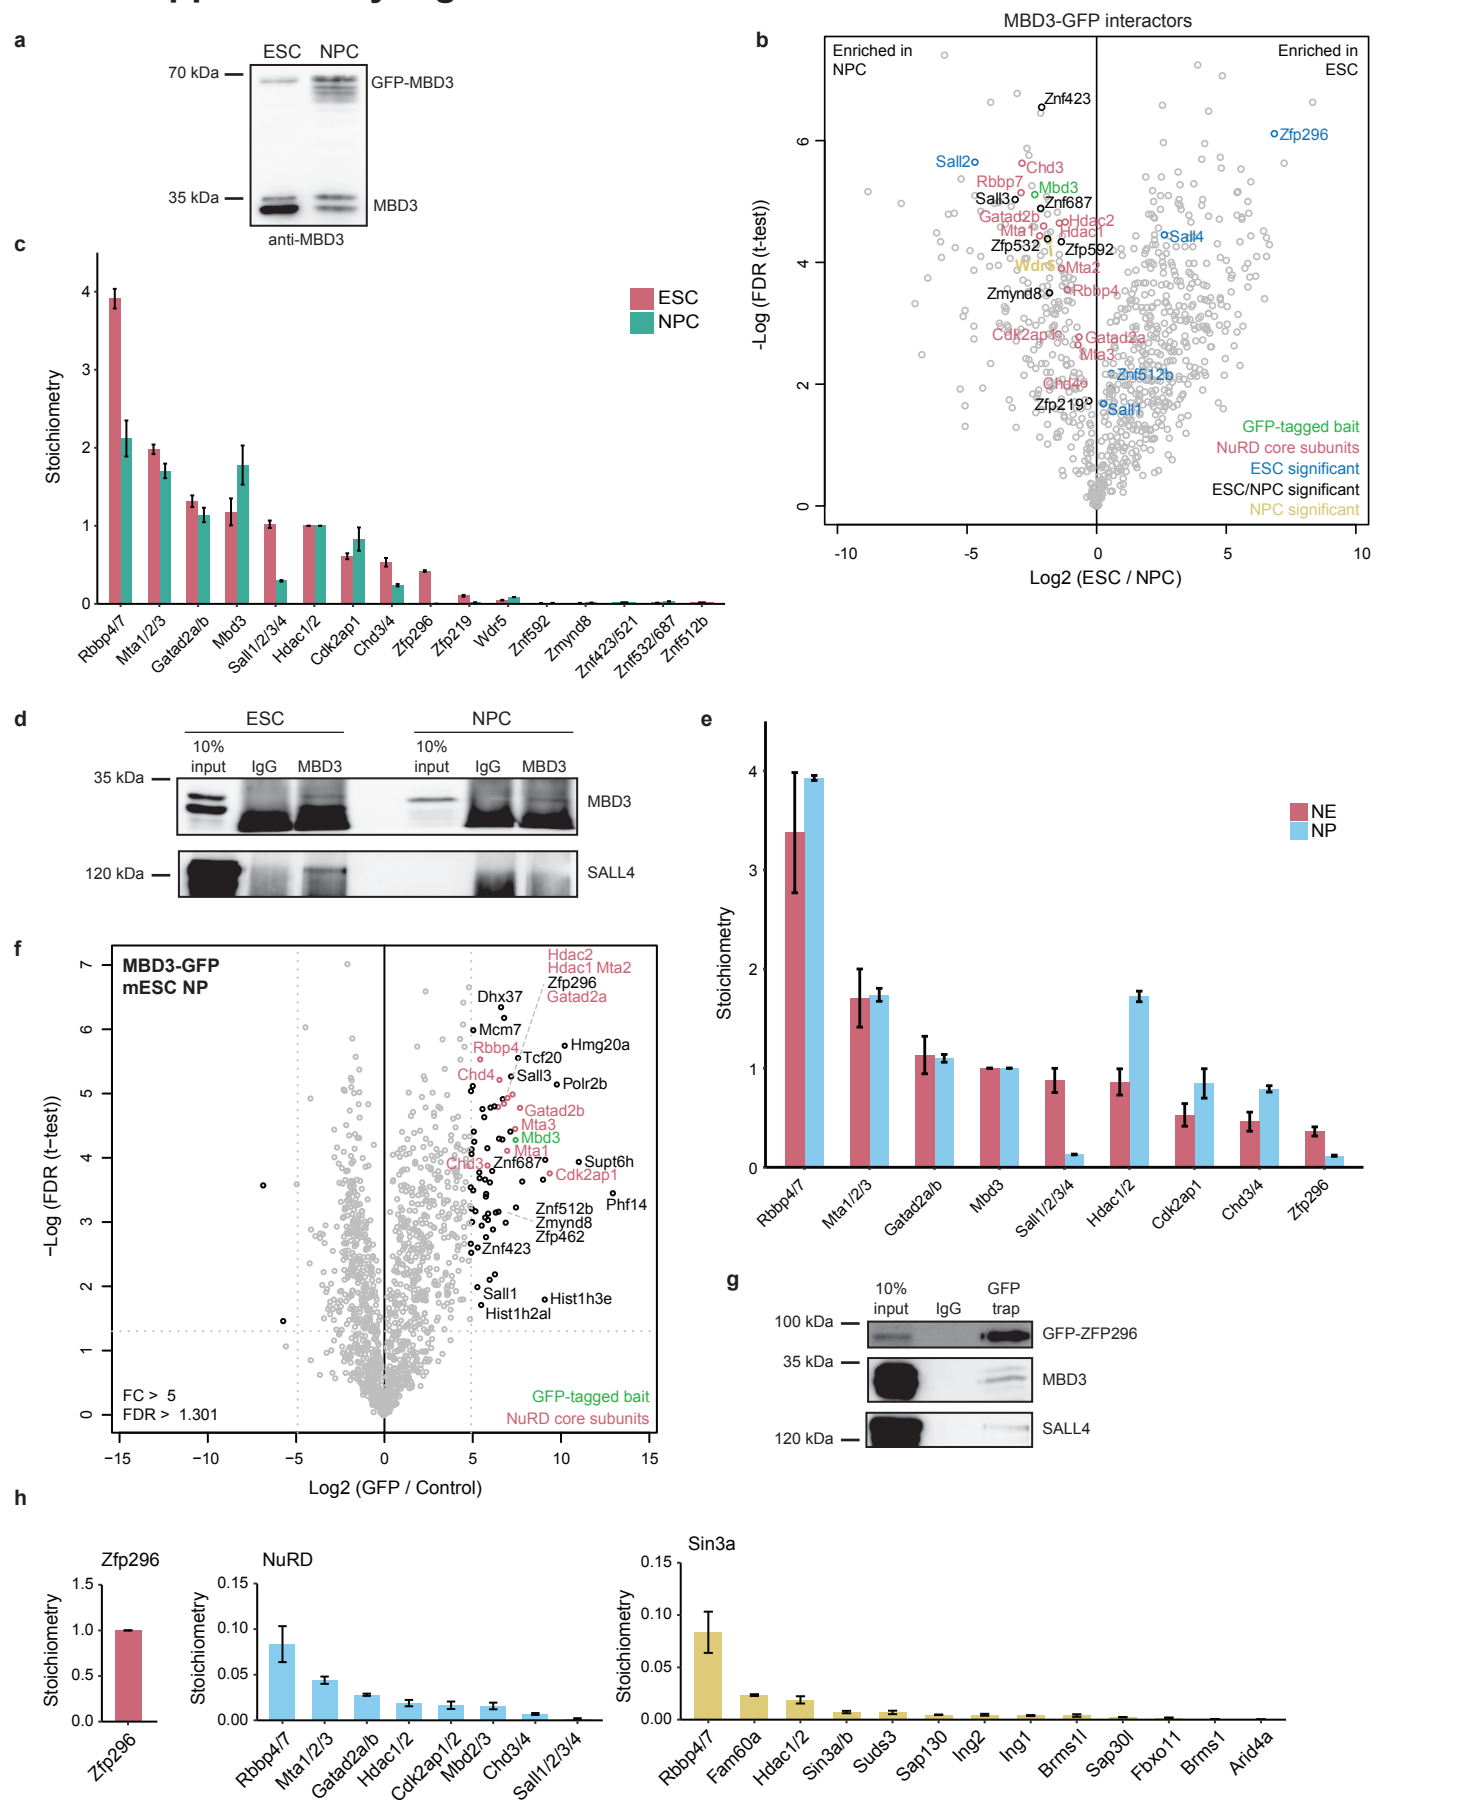

Supplementary Fig. 2: Supplement to Fig. 2.

(a) Immunoblot of endogenous and GFP-tagged MBD3 expression levels in ESCs and NPCs stably expressing the MBD3-GFP BAC.

(b) Volcano plot in which the MBD3-GFP enriched proteins from the label free GFP pulldowns in Fig. 2a,b are plotted against each other, as in Fig. 2a. In addition, proteins that were identified as significant outliers in Fig. 2a or b are colour-coded in blue or yellow, respectively, and those that were significant in both are in black.

(c) Stoichiometry of MBD3-GFP interactors in ESCs and NPCs. The iBAQ value of each protein group is divided by the iBAQ value of the core NuRD subunit HDAC1/2, then graphed with HDAC1/2 set to 1. Data are shown as mean  $\pm$  s.d. (n = 3 pulldowns).

(d) Co-immunoprecipitations (Co-IP) using antibodies against MBD3 or IgG (control) on ESC and NPC nuclear extracts, followed by immunoblotting against MBD3 (top) or SALL4 (bottom).

(e) Relative abundance (stoichiometry) of MBD3-GFP interactors in nuclear extract (NE) compared to nuclear pellet (NP) fraction. The iBAQ value of each protein group is divided by the iBAQ value of the core NuRD subunit MBD3, then graphed with MBD3 set to 1. Data are shown as mean  $\pm$  s.d. (n = 3 pulldowns).

(f) Volcano plot of MBD3-GFP interactors in the ESC nuclear pellet (NP) fraction. Data are graphed as in Fig. 2a.

(g) Co-IP of GFP-ZFP296 and the indicated NuRD subunits on GFP-ZFP296 ESC nuclear extracts.

(h) Stoichiometry of GFP-ZFP296 interactors in ESCs. The iBAQ value of each protein group is divided by the iBAQ value of ZFP296, then graphed with ZFP296 set to 1. Data are shown as mean  $\pm$  s.d. (n = 3 pulldowns).

Kloet et al Supplementary Figure 3

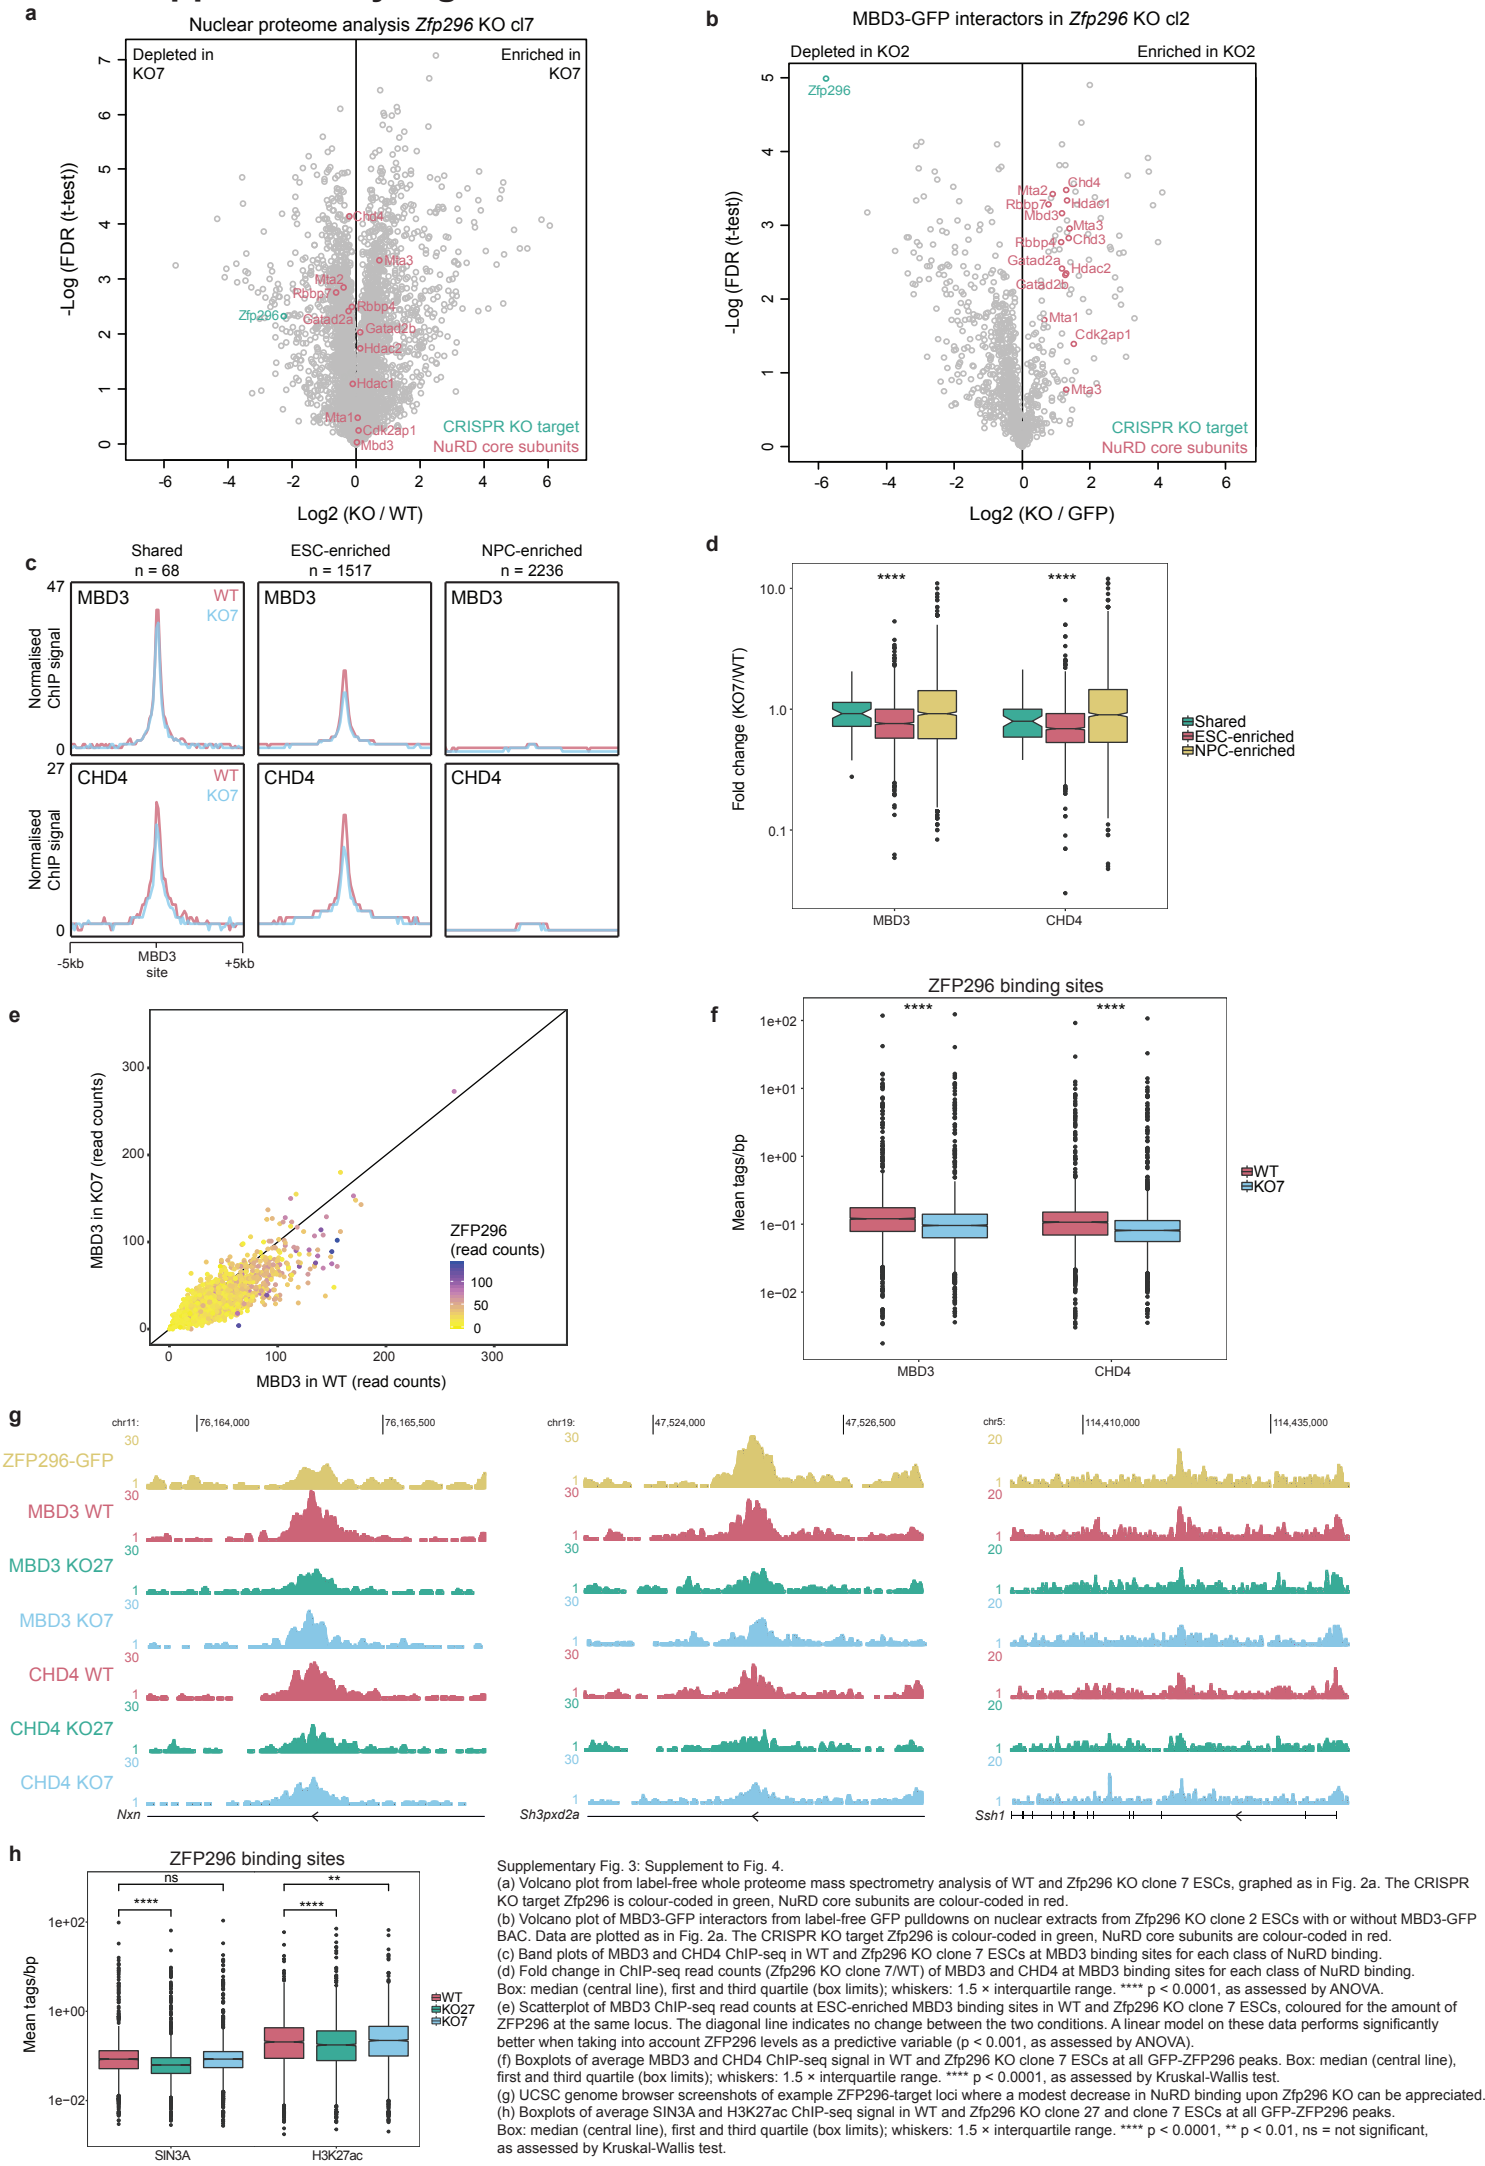

# Kloet et al Supplementary Figure 4

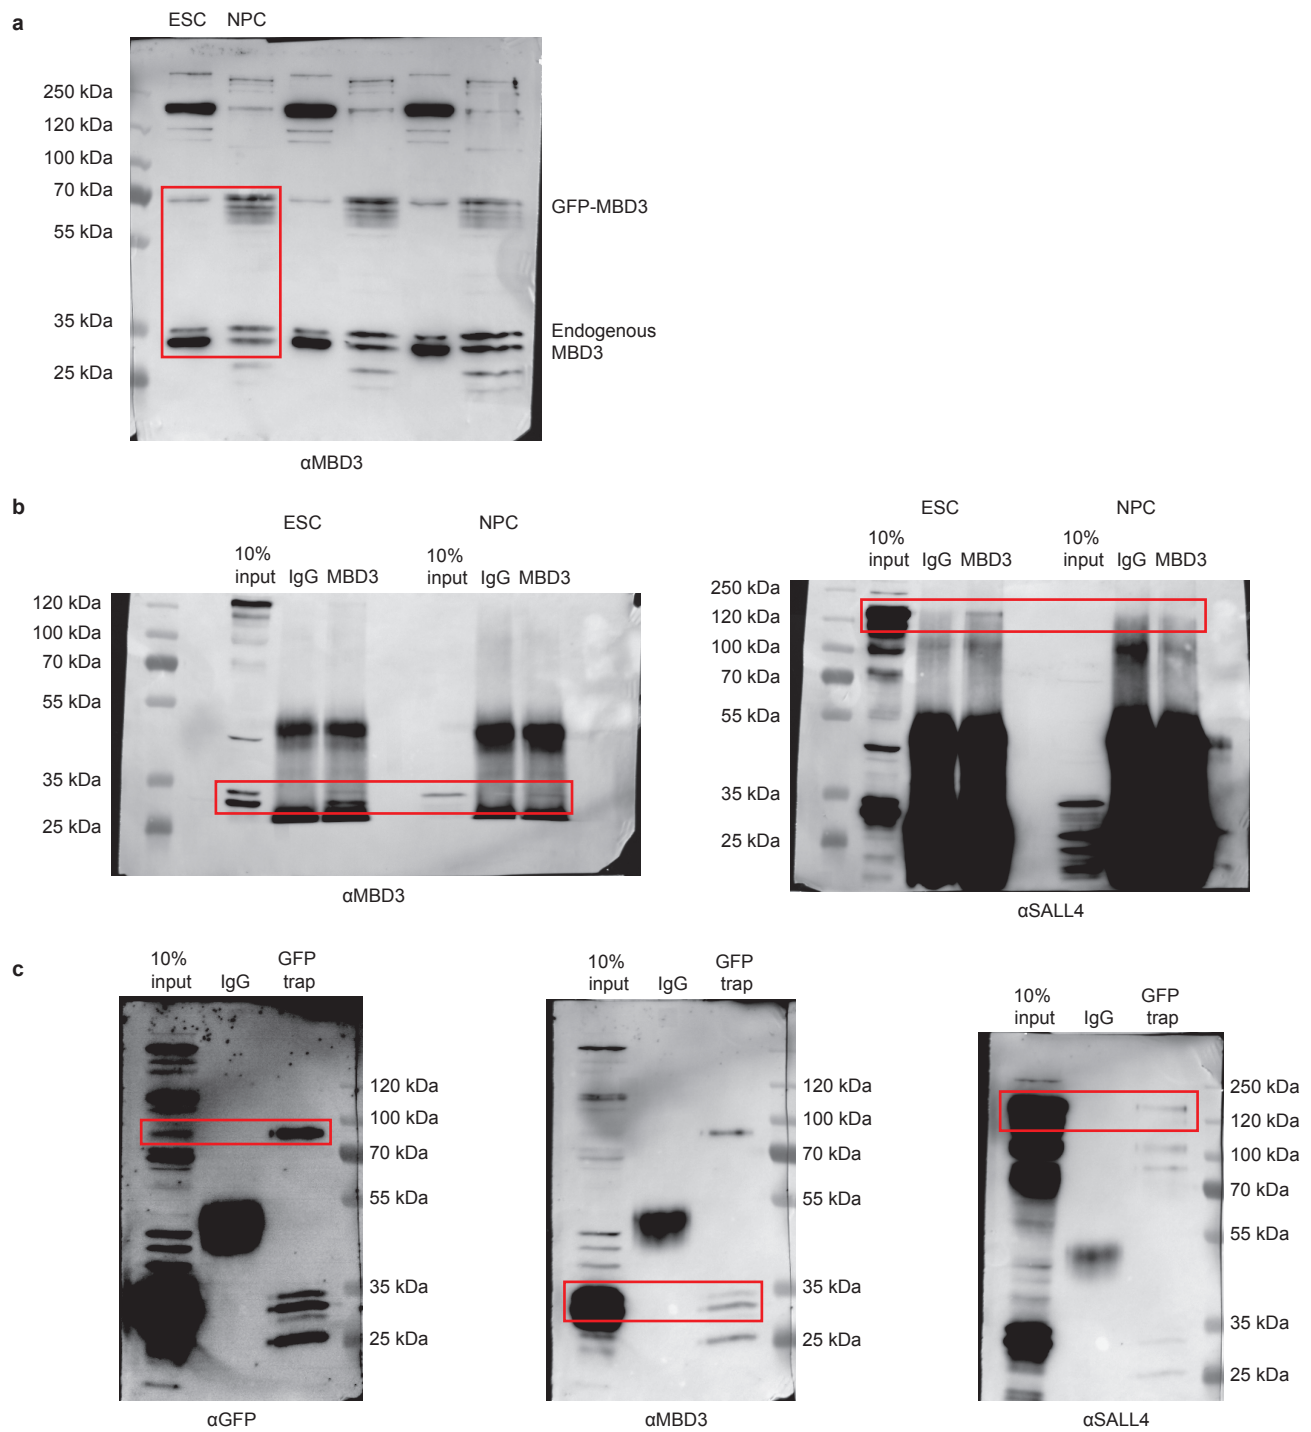

Supplementary Fig. 4: Uncropped Western blots.

- (a) Uncropped Western blot corresponding to Supplementary Fig. 2a.
- (b) Uncropped Western blots corresponding to Supplementary Fig. 2d.
- (c) Uncropped Western blots corresponding to Supplementary Fig. 2g.

| Target |     | Sequence (5'-3')         |
|--------|-----|--------------------------|
| Nanog  | For | CTTGACCTGAAACTTCCCACTA   |
|        | Rev | GGGCATCCTCTGATCTAAAGAC   |
| Esrrb  | For | CCTTGAACCTGTTGCTCCTTCT   |
|        | Rev | GCTCAACTTTGCAGTTGAATACC  |
| Pou5f1 | For | GACGGCAGATGCATAACAAAG    |
|        | Rev | GCAGATTAAGGAAGGGCTAGG    |
| Sall4  | For | GCGAGGAGCGCTAAATTACTA    |
|        | Rev | CCAAATGCCCTTTGTGCTAAA    |
| Tbx3   | For | GTTCTGAGGTCACGGGTTTAG    |
|        | Rev | CAGAAAGACCAGCTGCTTAGA    |
| Ubt1   | For | CCACACAGTCTAGCAGCTATTG   |
|        | Rev | CAACTGGAACCTGTGCACAAATAA |
| Notch1 | For | CAACATCTGGTTGGTGTGTTGT   |
|        | Rev | CAGTTCTCACAGCCCTAGAAG    |
| Smad3  | For | CCCAGTACAACAGAGGAAGTTAG  |
|        | Rev | GATGTTGCTAAGAGTGTTGTGAAA |
| Atf3   | For | CAATCCCAGGCTGACGTAAT     |
|        | Rev | TCGCACTTGCATCACCAA       |
| Yap1   | For | TCCTCGACGCTCTTCCTT       |
|        | Rev | GGGAGTCTGCAGGAATGTAG     |

**Supplementary Table 1:** Primers used for ChIP-qPCR analysis in this study.

| Target |     | Sequence (5'-3')         |
|--------|-----|--------------------------|
| Lefty2 | For | CAGCCAGAATTTTCGAGAGGT    |
|        | Rev | CAGTGCGATTGGAGCCATC      |
| Dazl   | For | ATGTCTGCCACAACCTTCTGAG   |
|        | Rev | CTGATTTTCGGTTTCATCCATCCT |
| Pou5f1 | For | TTGAGAACCGTGTGAGGTGG     |
|        | Rev | TCGGGCACTTCAGAAACATG     |
| Rex1   | For | ACGAGTGGCAGTTTCTTCTTGGA  |
|        | Rev | TATGACTCACTTCCAGGGGGCACT |
| Fgf5   | For | CATCTTCTGCAGCCACCTGATCCA |
|        | Rev | AAGTTCCGGTTGCTCGGACTGCTT |
| Nestin | For | GCCTATAGTTCAACGCCCCC     |
|        | Rev | AGACAGGCAGGGCTAGCAAG     |
| Otx2   | For | TATCTAAAGCAACCGCCTTACG   |
|        | Rev | AAGTCCATACCCGAAGTGGTC    |
| Nkx2.2 | For | AAGCATTTCAAAACCGACGGA    |
|        | Rev | CCTCAAATCCACAGATGACCAGA  |
| Tbx6   | For | ATGTACCATCCACGAGAGTTGT   |
|        | Rev | GGTAGCGGTAACCCTCTGTC     |
| Bmp2   | For | GGGACCCGCTGTCTTCTAGT     |
|        | Rev | TCAACTCAAATTCGCTGAGGAC   |
| Nodal  | For | AGACGTTCAACGTCATTCTT     |
|        | Rev | CCAACACTTTTCTGCTCGACT    |
| Foxa2  | For | GGAGGCAAGAAGACCGCTC      |
|        | Rev | CCTTTAGCTCGCTTAGGCCAC    |
| Sox17  | For | GATGCGGGATACGCCAGTG      |
|        | Rev | CCACCACCTCGCCTTTCAC      |
| Gata4  | For | CCCTACCCAGCCTACATGG      |
|        | Rev | ACATATCGAGATTGGGGTGTCT   |
| Gapdh  | For | TTCATTGACCTCAACTACATG    |
|        | Rev | GTGGCAGTGATGGCATGGAC     |
| Actb   | For | GGCTGTATTCCCCTCCATCG     |
|        | Rev | CCAGTTGGTAACAATGCCATGT   |

**Supplementary Table 2:** Primers used for qRT-PCR analysis in this study.

| <b>Name</b>                     | <b>Application</b> | <b>Supplier</b>     | <b>Product number</b> |
|---------------------------------|--------------------|---------------------|-----------------------|
| Rabbit polyclonal anti-MBD3     | ChIP-seq           | Bethyl Laboratories | A302-528A             |
| Mouse monoclonal anti-MBD3      | IP, WB             | IBL                 | JP10281               |
| Mouse monoclonal anti-CHD4      | ChIP-seq           | abcam               | ab70469               |
| Rabbit polyclonal anti-SALL4    | WB                 | abcam               | ab29112               |
| Rabbit polyclonal anti-GFP      | ChIP-seq           | abcam               | ab290                 |
| Mouse monoclonal anti-GFP       | WB                 | Roche               | 11814460001           |
| Rabbit polyclonal anti-SIN3A    | ChIP-seq           | abcam               | ab3479                |
| Rabbit polyclonal anti-H3K27ac  | ChIP-seq           | Diagenode           | A1723-0041d           |
| Rabbit polyclonal anti-H3K4me3  | ChIP-seq           | Diagenode           | A5051-0001P           |
| Rabbit polyclonal anti-H3K4me1  | ChIP-seq           | Diagenode           | A1863-001P            |
| Rabbit polyclonal anti-H3K27me3 | ChIP-seq           | Diagenode           | A1811-0001P           |

**Supplementary Table 3:** Antibodies used in this study.

## Supplementary References

56. Stadler, M. B. *et al.* DNA-binding factors shape the mouse methylome at distal regulatory regions. *Nature* 480, 490–5 (2011).

# Supplementary material for: NuRD-interacting protein ZFP296 regulates genome-wide NuRD localization and differentiation of mouse embryonic stem cells
**Source:** Nat Commun. 2018 Nov 2;9:4588. doi: 10.1038/s41467-018-07063-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of genes nearby ChIP-seq peaks

File Name: Supplementary Data 2

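Supplementary Data 2 gives iBAQ values, in which the summed intensity of a protein's peptides is divided by the number of peptides that can be observed, so that the amounts of different proteins in a pulldown can be compared. It has 3 pulldowns of MBD3-GFP and 3 control pulldowns each from ESCs and NPCs, with paralogous subunits summed. To read the table as stoichiometry, the mean of the controls was subtracted from each pulldown of the paper's values, and the result was divided by that of MBD3 in the same pulldown. In ESCs this gave 3.38 ± 0.61 for RBBP4/7, 1.71 ± 0.29 for MTA1/2/3, 0.861 ± 0.13 for HDAC1/2 and 0.46 ± 0.096 for CHD3/4 (SD, n = 3). ZFP296, which is listed for ESCs only, came to 0.362 ± 0.046 (SD, n = 3), and SALL1/2/3/4 to 0.877 ± 0.12. In NPCs, HDAC1/2 came to 0.57 ± 0.084, CHD3/4 to 0.135 ± 0.012 and SALL1/2/3/4 to 0.168 ± 0.019 (SD, n = 3). RBBP4/7 and MTA1/2/3 were also lower there, at 1.2 ± 0.11 and 0.966 ± 0.087, while CDK2AP1 changed little (0.529 ± 0.11 in ESCs, 0.473 ± 0.1 in NPCs). MBD3 is the tagged bait, so these ratios cannot separate a change of a subunit from a change of MBD3. To compare ESCs and NPCs, the paper divides by HDAC1/2, which is another scale. The files analysed here hold no mass spectrometry data, so these ratios rest on the paper's values alone.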

Description: iBAQ values of MBD3-interacting proteins.

File Name: Supplementary Data 3

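Supplementary Data 3 has a sheet for each direction of change of transcripts and of proteins in *Zfp296* KO clone 2 ESCs. The transcript sheets give the gene's Ensembl identifier, its log2 fold change and adjusted p from DESeq2 and its symbol, for 111 genes up and 144 genes down. The protein sheets list 76 proteins up and 58 proteins down. The paper's adjusted p values run from 1.65068e-13, a value shared by 15 genes, to 0.0495866, and its log2 fold changes from -2.69931 to 5.70732. When the deposited counts were analysed with DESeq2 1.42.0 and its prior on fold changes, which draws the fold changes of noisy genes towards 0, the log2 fold changes of the 255 listed genes differed from the paper's values by a median of 0.000289 and at most 0.6. By the paper's log2 fold changes, *Dazl* ranks at position 5 and *Lefty2* at position 9 among the genes down. With edgeR's quasi-likelihood test, all 255 listed genes were significant in the same direction, and DESeq2 with this prior gave 254 of them.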

Description: Differentially expressed genes and proteins in Zfp296 KO ESC.

How the deposited data were processed for this re-analysis (not part of the article)

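RNA-seq was analysed for 4 samples, with 2 biological replicates each of WT R1 ESCs and of *Zfp296* KO clone 2 ESCs (KO2). Conditions and replicate numbers were taken from the sample labels and from the paper, which names clone 2 in Fig. 5a and states that RNA was isolated in duplicate. The ChIP-seq, proteomic, qRT-PCR and embryoid body data of the paper were not analysed here, apart from the lists in its supplementary files.

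The authors mapped the reads to mm9 with hisat2, counted them per gene with HTSeq and deposited the raw counts of each replicate, without normalization or pooling. The versions, the annotation and the counting options are not stated. The files hold 48526 Ensembl gene identifiers, 92 rows for ERCC spike-ins and HTSeq's summary rows. The identifiers go beyond the mm9 annotation at hand, which gave coordinates for 32782 of them and for 12067 of the 12883 tested genes (93.7%). Gene symbols came from that annotation and from Supplementary Data 3, and 12070 tested genes had one. Coordinates are those of the NCBIM37 (mm9) reference. HTSeq leaves out reads that map to several places, so genes with near-identical copies, such as *Gapdh* with its pseudogenes or the Y-linked genes with X-linked copies, may lose counts, and their values are uncertain.

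Counts on genes summed to 2829914 and 4334499 in WT replicates 1 and 2 and to 7470907 and 7437294 in KO2 replicates 1 and 2. A count of 3 corresponds to 1.118, 0.709, 0.38 and 0.401 CPM in these samples. Values below these levels rest on fewer than 3 counts and are uncertain. Counts were normalized with the TMM method (factors 0.952, 0.9802, 1.0605 and 1.0104) in edgeR 4.0.16 (R 4.3.3, limma 3.58.1). Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15. KO2 was compared to WT with glmQLFit and glmQLFTest with condition as the only term, and p-values were adjusted over the tested genes by the Benjamini-Hochberg method with a threshold of 0.05. The biological coefficient of variation was 0.1496. Log2 fold changes are given with their standard error, and CPM as mean ± SD of the replicates. The main setting was the quasi-likelihood method of edgeR 4 (legacy=FALSE). The function's own default in this version is the older method, and the choice between them was settled after an exploratory fit with the older method had been seen, which gave 656 significant genes, and before the number from the main method was seen.

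The genes named in the text follow a rule fixed before the counts were seen: the genes the paper names for the KO, the 10 significant genes with the largest log2 fold change in each direction and with both KO2 replicates beyond both WT replicates, Y-linked and mitochondrially encoded genes, and genes significant in RNA-seq that Supplementary Data 3 lists as proteins changed in the same direction. From these, the genes whose values are followed through every alternative were picked after the values were seen, and the others are summarised. The shares of genes near peaks used the lists of genes within 100 kb of peaks in Supplementary Data 1, with Wilson intervals (95%) and Fisher's exact test. Chromosomes were compared by the median log2 fold change of their genes with 100000 permutations of genes, in which 1e-05 is the smallest p possible. Gene sets were tested with limma's camera test at an inter-gene correlation of 0.01. The sets were written before the counts arrived but after Supplementary Data 3 had been read, so a test without its listed transcripts was added. Genes on its protein lists alone stayed in that test. Guide RNA sequences were matched to both strands of the genome with up to 3 mismatches next to an NGG PAM.

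The following alternatives were tried: RLE normalization, no filter (genes with at least 1 count), a filter of at least 10 counts in every sample, DESeq2 1.42.0 with its default settings and with its prior on fold changes, the older quasi-likelihood method, the replicate number as a block, removal of Y-linked, mitochondrially encoded and small RNA genes before normalization, and leaving out each replicate in turn. For the genes near peaks, ESC-enriched MBD3 peaks alone and a background of all genes with a symbol were tried as well. Thinning of all samples to 2829914 counts (20 draws), normalization to the ERCC spike-ins and DESeq2 with an empirical null were added after the data had been seen.

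The fits were tested on simulated counts with the means and library sizes of the real samples and 200 changed genes. The main fit recovered 124 of them (62%) with 4 false calls (3.1%), and estimated fold changes followed the simulated ones with a slope of 1.003. The replicate block recovered 139 (69.5%) with 12 false calls (7.9%), and DESeq2 recovered 119 with its default settings and 118 with its prior, whose fold changes had a slope of 0.541. Without any simulated change, none of the methods called a gene. In this single draw, the spread of a gene between replicates followed the trend with expression level. Further differences in spread between genes, and differences between libraries other than depth, were not simulated. The simulation therefore cannot give the share of false calls among the real significant genes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1 were used for the remaining steps.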

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

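Reads on Y-linked genes were found in KO2 only, which the paper does not discuss. The KO2 replicates had 4782 and 5199 counts on Y-linked genes, and the WT replicates had 0 and 1. *Eif2s3y*, *Ddx3y* and *Uty* lead the paper's list of genes up in the KO, but the Y chromosome is not mentioned. All 7 Y-linked genes with at least 10 counts in KO2 had less than 5% of their KO2 level in both WT replicates, and the largest remainder was 0.09%. A shift of reads between X- and Y-linked copies was tested by the X-linked copies, of which *Ddx3x* changed the most, by -0.2502 on the log2 scale, so lost reads at the X-linked copies do not account for it. A WT line with 2 active X chromosomes was tested by the median log2 fold change of X-linked genes, which was shifted by -0.07369 against the other chromosomes, far less than the 0.4 set as the limit. A loss of the Y chromosome from the WT culture remains possible. It predicts that all 7 genes are low in WT, which they are, but this prediction was made only after the result was seen. The prediction restates the observation, so it cannot favour a loss over the alternatives named below. A culture without a Y chromosome could not give rise to a clone that has one, so the sequenced WT cells may not be the state of R1 ESCs from which clone 2 was derived. Both WT replicates had almost none of these reads, so a single mislabelled sample would not give the pattern. *Eif2s3y* is also on the paper's list of proteins up in the KO. For this gene the difference is therefore not limited to the RNA-seq samples. Mislabelled WT cells or another parental line would look the same and were not tested, so the pattern cannot be told apart from these. In any case genotype and Y chromosome change together in these samples.

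The *Zfp296* transcript itself was higher in KO2, with a log2 fold change of 2.315 (adjusted p = 4.643e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in both KO2 replicates (416 and 282 counts) than in both WT replicates (31 and 31 counts). It was flagged since the paper lists this change but does not discuss it. A copy gain of the locus was tested by the 32 tested genes within 500 kb on either side. Their median log2 fold change was 0.15, from -0.808 to 0.63, and 1 of them was significant, so a gain of the region is unlikely. Few counts in WT limit the precision, and without the filter on low counts the adjusted p was 0.0573 (edgeR). Transcripts with a frameshift can be made without giving a protein, and a gene that represses itself would be expressed more when its protein is lost. Neither was tested here, since counts per gene show neither the edited sequence nor the promoter, and reads shared with related zinc finger genes were not tested either. *Zfp296* is itself on the lists of genes near MBD3 and GFP-ZFP296 peaks, but a nearby peak does not show that the gene is repressed. No biological explanation can therefore be preferred.

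Small RNA genes took a larger share of the gene counts in KO2, with 1.769% and 1.303%, compared to 0.762% and 1.091% in WT. The paper does not report on them. The log2 difference between the groups was 0.736, which is 1.42 times the larger difference between replicates (0.518). This is above the difference between single libraries but less than the 2 times set as the limit, so it cannot be told apart from differences in fragment size or ribosomal RNA depletion between single libraries.

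ERCC spike-in rows hold counts in every sample, although the paper does not mention them for RNA-seq. The smallest total was 2515, in WT replicate 1, and the others had 3171, 7024 and 5170 counts, or 0.0889%, 0.0732%, 0.094% and 0.0695% of the gene counts. Over the 43 rows with a count in any sample, the lowest Spearman correlation between samples was 0.8002, only just above the limit of 0.8 set for a spike-in mix added to every sample, so these rows are consistent with such a mix. Whether KO2 held another amount of RNA per spike-in was tested by the ERCC share. The groups differed by 0.00648 times the larger difference between replicates, which gives no sign of a change in RNA amount. This prediction was made only after the shares were seen. With so few counts, and with replicates that differ by 0.436 on the log2 scale, a change of that size in total RNA would not be detected.

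Genes of the epithelium and cytoskeleton were higher in KO2, outside the genes the paper discusses. The mean log2 CPM of the 24 tested genes of this set was 4.676 and 4.98 in WT and 6.105 and 5.982 in KO2, a difference of 1.22, with 21 genes higher and 3 lower (adjusted p = 2.69e-11, limma's camera test). The difference was 3.99 times the larger difference between replicates. The core NuRD set, which did not shift (adjusted p = 0.928, limma's camera test), had a ratio of 4.17. With 2 replicates per group, this ratio therefore cannot exclude a difference between single cultures of one line. The set was chosen after Supplementary Data 3 had been read. With the transcripts listed in that supplement removed, the 8 remaining genes gave an adjusted p of 0.158 (limma's camera test). The remaining genes still pointed up, but removing the listed genes takes out those already found to change. This test therefore cannot decide whether the shift goes beyond them. A single KO clone was compared to the uncloned WT line, so a difference between clones cannot be told apart from an effect of the KO, and this was not tested.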

How the results depend on the processing

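The alternatives, the rule for the named genes and the main settings were fixed before the count files arrived, except for the version of the quasi-likelihood method, which was settled after a fit with the older method (656 significant genes) had been seen. Thinning to the smallest sample, the empirical null and ERCC normalization, and the reruns of the chromosome and gene set results, were chosen after seeing the data. *Dazl* and *Lefty2* stayed lower in KO2 and significant under every alternative, with log2 fold changes of -2.257 to -2.091 and -2.168 to -1.952. In the main fit 5 gene sets were shifted, with 6 without WT replicate 1 and 5 under the other alternatives that were run. The gene set test was not run for DESeq2, the older quasi-likelihood method, the empirical null or ERCC normalization, and the empirical null gives no chromosome shifts of its own, since it leaves the fold changes as they are.

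Without the filter on low counts, 61 genes were significant in place of 726 (0.24% in place of 5.64%), 29 up and 32 down, 49 with a change of at least 2-fold, and 4 genes down and 7 up at both levels. *Zfp296* had a log2 fold change of 2.348 but an adjusted p of 0.0573 (edgeR), and 2 chromosomes were shifted in place of 5. The genes with few counts that this adds to the fit could weaken the estimate of the spread and the adjustment for multiple tests. DESeq2 gave 454 significant genes with its default settings (189 up, 190 with at least 2-fold) and 458 with its prior (194 up, 97 with at least 2-fold), and 3 shifted chromosomes with either. The prior draws fold changes towards 0, which could explain the smaller number past 2-fold. With the replicate block, in which the pairing is taken from the labels, 946 genes were significant, within 1.5 times the main count.

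Leaving out 1 replicate at a time gave from 270 to 691 significant genes (1.88% to 5.35%), 121 to 340 up, 149 to 351 down, 167 to 333 with at least 2-fold, 11 to 23 genes up at both levels and 1 to 7 shifted chromosomes. The fewest genes were left without WT replicate 1. Leaving out KO2 replicate 1, a deeper sample, also lowered the number, so the dependence is not limited to the shallower WT replicates. With 1 replicate left in a group, the spread rests on the other group.

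Of the alternatives chosen after seeing the data, ERCC normalization gave 163 significant genes (1.27%), all with at least 2-fold, 90 up and 73 down, with 6 genes down and 8 up at both levels. The odds ratios for genes near MBD3 and ZFP296 peaks fell to 1.47 and 1.49 and were no longer significant (Fisher's exact test, p = 0.182 and 0.0658). The spike-in totals are small and could add noise to every gene through the library sizes. The empirical null gave 234 significant genes (2.06%), 100 up and 134 down, 90 with at least 2-fold and 10 up at both levels. Thinning gave 597 genes and 3 shifted chromosomes. Over 20 draws the number of significant genes was 461 to 756, with a median of 606.

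Reversed signs were confined to genes with changes near 0 or few counts. The *Gapdh* log2 fold change, at -0.02188 in the main fit, was 0.003694 without the filter, 0.005462 with at least 10 counts in every sample, 0.03323 with ERCC normalization and -0.2118 to 0.2227 with a replicate left out. The *Chd4* log2 fold change was 0.06369 with ERCC normalization. With a replicate left out, the *Gata4* log2 fold change ranged from -0.1987 to 1.653, the *Mbd3* log2 fold change from -0.002051 to 0.1648, the *Otx2* log2 fold change from -0.03097 to 0.4426 and the *Pou5f1* log2 fold change from -0.06135 to 0.2446, none of them significant. Of the 836 rows for 62 named genes, 168 changed, of which 153 were weaker, 4 stronger and these 11 reversed.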

Differences from the paper's values

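The main fit gave 726 significant genes, and the paper's number is 255. Of the alternatives set before the files arrived, only the fit without WT replicate 1 came within 1.5 times the paper's number, with 270, and the others, which gave from 61 to 946, did not. DESeq2, the tool the paper names, gave 454 with its default settings and 458 with its prior on fold changes. The empirical null, which was chosen after seeing the values and after seeing that the smallest adjusted p of Supplementary Data 3 is shared by 15 genes, gave 234.

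As a percentage of the genes tested, 5.64% were significant, and the paper's value is 2.3%. The fits without WT replicate 1 (1.88%) and without WT replicate 2 (2.95%) were within 1.5 times of it, and the other alternatives set before the files arrived were not. The empirical null, chosen after seeing the values, gave 2.06%.

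By direction, 335 genes were up and 391 down, compared to 111 and 144 in the paper's Supplementary Data 3. Without WT replicate 1 there were 121 up and 149 down, and without WT replicate 2 there were 202 down, which are within 1.5 times of the paper's numbers. No other alternative set before the files arrived closed these gaps. The empirical null, chosen after seeing the values, gave 100 up and 134 down, and ERCC normalization, also chosen after seeing the values, gave 90 up.

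For *Zfp296* the log2 fold change was 2.315, and the paper's value in Supplementary Data 3 is 1.60585. DESeq2 with its prior on fold changes, set before the files arrived, gave 1.604, and no other alternative of that list reached the paper's value. The empirical null uses the same fold changes, was chosen after seeing the values, and gave 1.604 as well.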

Other observations

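With 4 samples there are 3 ways to split them into groups of 2, and only the real split, 1 of the 3, gave 726 significant genes. The other splits gave 0 and 0. With so few splits, the share cannot fall low enough to exclude that the grouping arose by chance.

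The balance of genes up and down was tested against the deeper sequencing of KO2. After thinning to the smallest sample, 47.4% of the significant genes were up, compared to 46.1% before, and over 20 draws 47% to 51.5% were up. This is less than the 10 points set as the limit for depth as the cause, but every draw lay above 46.1%, so the small excess of genes down may come in part from depth. Gene length was also weighed as a source of the fold changes, with a Spearman correlation across genes of -0.0641. For GC content it was 0.163, below the limit of 0.2, but the KO2 replicates differed from each other with a correlation of -0.257, so the libraries do differ in GC content. Genes are not independent replicates in these correlations.

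Whole chromosomes shifted little between KO2 and WT. The largest shift of an autosome was -0.06195, on chromosome 14, where a gain or loss of a copy in all cells would give more than 0.4, so no such change was found, although a change in part of the cells cannot be excluded. Still, 5 of 20 chromosomes (3, 11, 14, 17 and X) had an adjusted p under 0.05 by permutation of genes. After the median log2 fold change was subtracted within 20 bins of GC content, 0 chromosomes had one, so GC content is a candidate explanation for these small shifts.

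Genes near GFP-ZFP296 peaks were not higher in KO2 than other tested genes, as a loss of repression would predict. Their median log2 fold change was 0.0124, compared to 0.0125 for the others (one-sided permutation test, p = 0.5). Within bins of expression level the same permutation test gave p = 0.0737, so an effect masked by expression level cannot be excluded. Genes near ESC MBD3 peaks had a median of -0.0393, compared to 0.0162 (one-sided permutation test for an increase, p = 0.999). The same permutations gave p = 0.00072 for a decrease, and p = 0.0155 when genes were permuted within bins of expression level. The direction and the bins were chosen for these genes after their medians had been seen, and the decrease of -0.0556 is small.

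Mitochondrially encoded transcripts made up 1.289% and 0.925% of the gene counts in WT and 0.351% and 0.667% in KO2. The difference between the groups was 1.27 times the larger difference between replicates, so the total cannot be told apart from differences between single libraries. Within it, the ribosomal RNAs *mt-Rnr1* and *mt-Rnr2* differed widely between the KO2 replicates, with 701 and 9000 and with 3602 and 15249 counts. Of the protein-coding genes, *mt-Nd5* and *mt-Nd6* fell the most, with log2 fold changes of -2.3229 and -2.6846 (standard errors 0.1217 and 0.1573, adjusted p = 3.358e-10 and 1.994e-09, edgeR). *mt-Atp6*, *mt-Atp8*, *mt-Cytb*, *mt-Nd1*, *mt-Nd2* and *mt-Nd4* fell too, by -1.5156 to -0.5777 (adjusted p at most 0.004988, edgeR). *mt-Co1*, *mt-Co2*, *mt-Co3* and *mt-Nd3* were lower but not significant. Transfer RNAs went both ways. *mt-Tm* rose by 2.2865 (standard error 0.419, adjusted p = 0.002465, edgeR), while *mt-Te* changed by -1.7832 (standard error 0.4104, adjusted p = 0.01355, edgeR). No explanation of this difference between mitochondrial genes was tested.

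Of the other gene sets, the germline and meiosis set was lower in KO2 by -0.918 (mean log2 CPM, 23 of 28 genes lower) and the ATF4 amino acid response set by -0.569 (28 of 31 genes lower), each with an adjusted p of 2.69e-10 (limma's camera test). Without the transcripts listed in Supplementary Data 3, the adjusted p was 0.0224 over 17 genes and 0.000522 over 20 genes (limma's camera test). The group differences were 4.67 and 8.2 times the larger difference between replicates. The ATF4 set therefore also shifted in genes that the paper does not list as changed transcripts. Genes on its protein lists were not removed and may be among them. Glycolysis and pluripotency sets shifted by -0.334 and -0.204 (adjusted p = 0.000123 and 0.0176, limma's camera test), 1.2 and 10.8 times the larger difference between replicates. At 1.2 times, the glycolysis shift cannot be told apart from differences between replicates. Without the supplement's listed transcripts both sets still pointed down but were not significant (adjusted p = 0.222 and 0.164, limma's camera test). Nodal targets and core NuRD genes did not shift (adjusted p = 0.429 and 0.928, limma's camera test). The core NuRD set still had a ratio of 4.17, so a high ratio alone does not mark a shifted set. As for the other sets, a difference between clones was not tested.

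*Actb*, one of the reference genes of the paper's qRT-PCR, was higher in KO2, at 1421.326 ± 127.971 CPM compared to 1046.636 ± 40.29 CPM in WT (SD, n = 2), a log2 fold change of 0.4413 (standard error 0.1019, adjusted p = 0.01386, edgeR). The other reference gene, *Gapdh*, did not change (-0.0219, standard error 0.1565, adjusted p = 0.9602, edgeR). *Sox2* was lower, with a log2 fold change of -0.7884 (standard error 0.1016, adjusted p = 7.818e-05, edgeR), and is on the lists of genes near MBD3 and GFP-ZFP296 peaks. Of the lineage markers that the paper follows in embryoid bodies, *Fgf5*, *Nkx2-2*, *Foxa2*, *Sox17*, *Tbx6* and *Bmp2* had at most 4 counts in any sample of undifferentiated cells, and differences between genotypes were not detectable at this depth.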
